# Characterization of N^6^-Methyladenosine in Domesticated Yak Testes Before and After Sexual Maturity

**DOI:** 10.3389/fcell.2021.755670

**Published:** 2021-11-11

**Authors:** Xingdong Wang, Jie Pei, Shaoke Guo, Mengli Cao, Pengjia Bao, Lin Xiong, Xiaoyun Wu, Min Chu, Chunnian Liang, Ping Yan, Xian Guo

**Keywords:** yak, before sexual maturity, after sexual maturity, N^6^-methyladenosine, testicular tissue

## Abstract

The potential regulatory role of N^6^-methyladenosine (m^6^A), the most prominent mRNA modification in eukaryotes, has recently been identified in mammals, plants, and yeast. However, whether and how m^6^A methylation is involved in sexual maturation in mammals remains largely unexplored. In this study, testicular tissue was obtained from yaks before and after sexual maturation, and m^6^A maps were generated via preliminary experiments and methylated RNA immunoprecipitation sequencing. Only spermatogonial cells and a few primary spermatocytes were observed in the testicular tissue of yaks before sexual maturation, while spermatogenic cells at different stages of maturity could observed after sexual maturation. Experiments examining the expression of methylation-related enzymes and overall methylation levels showed that the methylation levels in yak testes increased after sexual maturation. Overall, 1,438 methylation peaks were differentially expressed before and after sexual maturation; 1,226 showed significant up-regulation and 212 showed significant down-regulation after sexual maturation. Annotation analysis showed that the differential methylation peaks were most commonly concentrated in the exon region, followed by the 3′UTR and finally the 5′UTR region. KEGG pathway analysis demonstrated that homologous recombination, the Notch signaling pathway, growth hormone synthesis, and other signaling pathways may be involved in testicular development and maturation in yaks. Levels of most m^6^A modifications were positively correlated with mRNA abundance, suggesting that m^6^A plays a regulatory role in mammalian sexual maturation. To our knowledge, this is the first report of an m^6^A transcriptional map of the yak testes, and our study lays the foundation for elucidating the function of m^6^A in the development of yak testes.

## Introduction

Yaks are a type of semi-domesticated, multifunctional cattle that became separate from other cattle about 2.2 million years ago. They are primarily found in the Qinghai-Tibet Plateau region at an altitude of 2,500–6,000 m, where there is no absolute frost-free season (Das et al., 2019a; Hui et al., 2019). The annual average temperature (−3–5°C) in plateau areas is relatively low. Animals that wish to survive in high-altitude areas need to adapt to the environments with low temperatures and oxygen levels, which is a major challenge (Hui et al., 2019). Yaks have a compact body structure, no functional sweat glands, and a relatively low skin surface area per unit body weight (0.016 m^2^/kg) (Krishnan et al., 2018). They also have a higher breathing rate, and their heart and chest cavity are more developed than those of other cattle. Furthermore, yaks have higher red blood cell counts and hemoglobin levels than other cattle, which allow better adaptation to low atmospheric oxygen levels. While these characteristics enable yaks to better adapt to freezing temperatures and hypoxic conditions, they also make them more susceptible to heat stress (Krishnan et al., 2016).

With a yak population of over 16 million (Wang et al., 2021), China houses more than 95% of all yaks in the world (Zhao et al., 2019). Yaks are multi-purpose high-altitude bovids (Das et al., 2019b) that not only provide important products such as milk, meat, fur, and fuel but are also used as local modes of transport (Wang et al., 2014; Das et al., 2019a). Yaks, which the local herdsmen call “the boat of the plateau and an all-powerful domestic animal,” thus play important social and economic roles in the plateau area, while also maintaining the pasture ecosystem and agricultural biodiversity (Wiener et al., 2003; Shah et al., 2018).

Interestingly, yaks show later sexual maturity and lower fertilization rates than other cattle (Das et al., 2019b). This low reproductive efficiency (Zhou et al., 2020), including delayed onset of puberty, seasonal reproduction, low conception rates, and long calving intervals, limits reproductive performance in yaks. Given the important role of the testes in male reproduction, research on these gonads—especially from an epigenetics perspective—could help improve the reproductive efficiency of the yak.

Epigenetic changes are potentially heritable and environmentally modifiable changes in gene expression mediated by non-DNA-encoded mechanisms (Puigoriol-Illamola et al., 2020) and mainly include DNA methylation and histone modification (Cai et al., 2021). RNA also undergoes several post-transcriptional modifications, more than 150 of which have been identified across organisms (Sun et al., 2019; Liu et al., 2020), including N^1^-methyladenosine (m^1^A), N^6^-methyladenosine (m^6^A), and 5-methylcytosine (m^5^C). These modifications are extensively found across several types of RNA, including ribosomal RNA (rRNA) and messenger RNA (mRNA) (Zheng et al., 2013b). Among these, the most common internal modification in higher eukaryotes is m^6^A, which is important for mRNA metabolism and a variety of biological processes (Liu et al., 2018).

m^6^A, discovered in the early 1970s, is a reversible and dynamic modification involving the methyltransferase complex (writer), demethylases (erasers), and binding proteins (readers) (Zhao Y. et al., 2021). Methyltransferase complexes, including methyltransferase-like 3 (*METTL3*), *METTL14*, and Wilms’ tumor 1-associated protein (*WTAP*) (Lin et al., 2017), induce methylation, which can be reversed by fat mass and obesity-associated factor (*FTO*) and AlkB homologue 5 (*ALKBH5*) (Jia et al., 2011; Zheng et al., 2013a). The function of m^6^A is dependent on its recognition by specific reader proteins bound to methylated mRNA (Wang et al., 2020). m^6^A modifications regulate almost every stage of mRNA metabolism at different levels, including RNA folding and mRNA maturation, processing, stability, output, and translation (Meyer and Jaffrey, 2014; Zhao et al., 2017). In addition, m^6^A plays a role in cell fate determination, cell cycle regulation, cell differentiation, and circadian rhythm maintenance (Wu et al., 2017).

Androgens are key for the postnatal masculinization of the fetus, especially in mammals (Rey, 2021). Hence, the process of sexual maturation is a critical period for the development of the male reproductive system. Epigenetics may influence several aspects of male reproductive tract development (Mcgowan et al., 2018), including spermatogenesis—the production of haploid sperm from diploid spermatogonial stem cells (SSCs)—which is regulated at the transcriptional, post-transcriptional, and translational levels (Lin et al., 2017). Studies in knockout mouse models have shown that *METTL3* regulates spermatogonial differentiation and meiosis initiation in mice (Xu et al., 2017). In early germ cells, the conditional knockout of *METTL3* or *METTL14* can cause the abnormal self-renewal and differentiation of SSCs (Lin and Tong, 2018). *ALKBH5* knockout mice also show impaired fertility (Wojtas et al., 2017). *FTO* mutations are positively associated with decreased semen quality, and *FTO* dysfunction may reduce male fertility (Landfors et al., 2016). Further, the deletions of *METTL3*, *METTL14*, *FTO*, *ALKBH5*, *YTHDF2*, and *YTHDC2* lead to impaired fertility or defective gametogenesis (Frye et al., 2018; Huang and Ping, 2018). Single-cell sequencing data from the studies on human testes have shown that the RNA m^6^A regulators are expressed in almost all cell types in the testes (Wang et al., 2018). Multiple studies have shown that m^6^A modification is critical for the development of the male reproductive system and especially mammalian spermatogenesis (Xu et al., 2017; Ming-Han et al., 2018). However, the regulation of m^6^A during sexual maturation in yaks, and especially its effect on spermatogenesis, remains unclear.

In recent years, new technology has allowed us to better understand RNA methylation, including m^6^A. The novel technique methylated RNA immunoprecipitation with next-generation sequencing (MeRIP-seq) was established in 2012 by two independent research groups. Subsequently, the first N^6^-methyladenosine modification map for the methylome of m^6^A RNA was generated and had a resolution of 100 nucleotides (Dominissini et al., 2012; Meyer et al., 2012). Such generation of a whole-transcriptome m^6^A methylation map via the detection of m^6^A sites at the transcriptome level could allow the further exploration of biological modifications across new areas of research and uncover the varying roles of RNA m^6^A modification.

To examine the regulatory mechanism of m^6^A modifications during the sexual maturation of yak testes, we collected healthy yak testes before and after sexual maturation and obtained the m^6^A profile of the whole transcriptome using MeRIP-seq. Differential methylation peaks were obtained by comparing maps before and after sexual maturation to elucidate the regulatory role of m^6^A methylation in yak sexual maturation.

## Materials and Methods

### Ethics Statement

All animal-related procedures conformed to the China Council on Animal Care and the Ministry of Agriculture of the People’s Republic of China guidelines. All yak-handling procedures were approved by The Animal Care and Use Committee of the Lanzhou Institute of Husbandry and Pharmaceutical Sciences Chinese Academy of Agricultural Sciences (Permit No: SYXK-2014-0002).

### Animals and Sample Collection

Testicular tissue was collected from six healthy yaks in Maqu County, Gannan Tibetan Autonomous Prefecture (33.99°N 102.07°E). Of these, three were 1.5 years old (Y group sexual maturity not reached) and three were 5 years old (M group sexual maturity reached).

#### Y Group

Testicular tissue was obtained after surgical castration. Before tissue collection, the testes were locally disinfected. After collection, the wound was sutured with a surgical needle, and penicillin and streptomycin were administered to prevent wound infection.

#### M Group

Yaks were euthanized to obtain testicular tissue. Two sets of testicles were collected from six yaks; The entire testicular tissue was cut up and placed in a cryotube that was immediately immersed in liquid nitrogen, A small portion of the testicular tissue was fixed in Bouin’s Fluid (SolarBio, Beijing, China).

Immediately after collection, samples were sent to the Lanzhou Institute of Husbandry and Pharmaceutical Sciences, Chinese Academy of Agricultural Sciences for further experiments.

### Hematoxylin–Eosin Staining

Fixed tissues were dehydrated with 75% ethanol, paraffin embedded, and then sectioned (6 mm). The sections were stained using the improved HE staining kit (SolarBio, Beijing, China) according to manufacturer’s instructions. Post-staining, the sections were sealed with neutral gum, and images were obtained on a Pannoramic 250 digital section scanner (Drnjier, Jinan, China).

### RNA Extraction and cDNA Synthesis

First, total RNA was extracted from the testicular tissue of each yak using the TRIzol reagent (Invitrogen, CA, United States). RNA concentration and purity (OD260/280 ratio) were assessed using the NanoDrop 2000 spectrophotometer (ThermoFisher Scientific, Waltham, MA, United States) and were found to be 500–5,000 ng/ml and 1.9–2.1, respectively. Furthermore, the samples were subjected to 1% agarose gel electrophoresis, and 28S and 18S rRNA bands were observed. For cDNA synthesis, each RNA sample (diluted to 500 ng/ml) was reverse transcribed using the Transcriptor First Strand cDNA Synthesis Kit (Takara Bio Inc., Dalian, China). The cDNA was subsequently stored at −80°C until further use.

### Quantitative Real-Time PCR

To study the m^6^A status in yak testicular tissue before and after sexual maturation, the levels of RNA methylation-related genes such as *METTL3*, *METTL14*, *WTAP*, *FTO*, *ALKBH5*, *YTHDF1/2/3*, *YTHDC1/2*, *RBM15*, *VIRMA*, and *ZC3H13* were detected using qRT-PCR. The National Center for Biotechnology Information website was used for primer designing (Supplementary Table S1). RT-PCR was performed using a CFX Link Real-Time PCR Detection System. The reaction volume was 20 μl, including 10 µl of 2× PrecisionPLUS Master Mix (Primerdesign), 1 µl of diluted cDNA (25 ng), 1 µl (300 nmol) of gene-specific forward and reverse primers each, and 7 µl of RNase/DNase free water. The standard PCR reaction conditions for all transcripts were as follows: 95°C (3 min), followed by 39 cycles of 95°C (10 s) and 55°C (30 s). *GAPDH* was used as the reference gene, and relative gene expression was examined using the 2-^ΔΔCT^ method (Schmittgen, 2001). Each reaction was repeated in triplicate to obtain Ct values. Analysis of variance (ANOVA) was used to analyze differences in the expression of methylation-related enzymes.

### Evaluation of m^6^A Content

The total mRNA m^6^A levels in the yak testes were estimated using the EpiQuik RNA Methylation Quantitative Kit (Epigentek, P-9005, NY, United States). An m^6^A standard curve (0.01–0.5 ng/μl) was constructed based on the manufacturer’s instructions for the kit. Absorbance was measured using a microplate (Thermo Scientific., Shanghai, China) reader at 450 nm.

### MeRIP-Seq and mRNA Sequencing

First, the quality and quantity of total RNA were estimated using Bioanalyzer 2,100 (Agilent, CA, United Stets) and NanoDrop 2000 (Thermo Scientific), both with an RIN number > 7.0. More than 100 μg of total RNA was used for mRNA isolation via an mRNA Purification Kit (Ambion Dynabeads mRNA Purification Kit). Subsequently, poly (A) mRNA fractions were created using divalent cations and a thermocycler (RNA solution kept at 94°C for exactly 5), incubated with m^6^A-Dynabeads (Anti-m^6^A, Synaptic Systems, Cat. No 202003) in an m^6^A-binding buffer (50 mM Tris-HCl pH 7.4, 150 mM NaCl_2_, 1% NP-40, 2 mM EDTA), and allowed to bind to the beads. Following this, the m^6^A-Dynabeads were washed and m^6^A-positive RNA was eluted. The RIP was extracted and cleaned, and finally, m^6^A “enriched RNA” was collected. We used 100 ng of RNA (100 ng of input and 100 ng of post m^6^A-IP positive fraction) for library construction with the Illumina TrueSeq Stranded mRNA platform. Finally, paired-end sequencing was performed on an Illumina HiSeq X10 system at OE Biotech Co., Ltd. (Shanghai, China) using manufacturer’s instructions. The data was submitted to the GENE EXPRESSION OMNIBUS (GEO) database (accession number GSE181266).

### Analysis of Sequencing Data

Raw reads obtained from RNA sequences were subjected to statistical analysis and quality control (Supplementary Table S2). Raw data (raw reads) in the fastq format were processed using the Trimmomatic (Bolger et al., 2014) software, and reads with adapter sequences or poly-N sequences as well as low-quality reads were removed to obtain clean data. Following this, 250,000 paired reads were randomly extracted from the clean data, and blastn was used with the NT database (ftp://fp.ncbi.nih.gov/blast/db) to examine sequence alignment with the reads. The most high-quality results with an e value < 1e-10 and coverage > 80% were selected. Meanwhile, the SortMeRNA (Evguenia et al., 2012) software was used for removing ribosomal RNA reads. The remaining clean reads were mapped to the reference genome, LU_Bosgru_v3.0 (ftp://ftp.ensembl.org/pub/release-99/fasta/bos_grunniens/dna/Bos_grunniens.LU_Bosgru_v3.0.dna_sm.toplevel. Fa. gz) for sequence alignment using HISAT2 (Kim et al., 2015) to obtain position information on the reference genome as well as specific sequence characteristic information from the sequenced samples. Default parameters were used, and unique reads showing high mapping quality were retained. The Guitar (Cui et al., 2016) R package and deeptools (Fidel et al., 2014) software were used to evaluate m^6^A-seq data quality in order to assess the quality of MeRIP-seq data.

m^6^A-enriched peaks were detected in each ample using the MeTDiff peak calling software (screening criteria: p <= 0.05; fc >= 1.5) and the options FRAGMENT_LENGTH = 200, PEAK_CUTOFF_PVALUE = 0.01, and PEAK_CUTOFF_FDR = 0.05) (Cui et al., 2018). The number, width, and distribution of peaks were statistically analyzed, and the corresponding input sample was used as the control. The identified peaks were annotated based on their intersection with the gene architecture using ChIPseeker (Yu et al., 2015). Finally, differential analysis of m^6^A-seq data was performed by comparing data from yaks who had yet to reach sexual maturation with that from yaks who had already reached sexual maturation. This was done using MeTDiff (screening criteria: diff. p <= 0.05; diff. fc >= 1.5) with the following parameters: FRAGMENT_LENGTH = 200, PEAK_CUTOFF_PVALUE = 0.01, DIFF_PEAK_CUTOFF_FDR = 0.05, and PEAK_CUTOFF_FDR = 0.05). The differential peaks were again annotated using ChIPseeker.

Gene ontology (GO) enrichment and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses of the identified peaks and differential peaks were performed using R based on hypergeometric distribution. Sequence motifs were identified using MEME (Bailey et al., 2009) and DREME (Schulz et al., 2012) and annotated using Tomtom software.

### Statistical Analysis

All statistical analyses were performed using SPSS version 21.0 (Qiu et al., 2007). One-way ANOVA was used to analyze between-group differences. *p* < 0.05 or *p* < 0.01 was considered statistically significant (Lan et al., 2013).

## Results

### HE Staining of Testicular Tissue

Testicular tissue sections (Figure 1A) of yaks at the pre- (Y) and post (M)-sexual maturation stage were examined. Only spermatogonia and a few primary spermatocytes could be observed in yak testes before sexual maturation. However, after sexual maturation, spermatogenic cells at all stages of development were found to be distributed in the yak testes. Moreover, sperm cells were detected in the middle of the seminiferous tubules.

**FIGURE 1:**
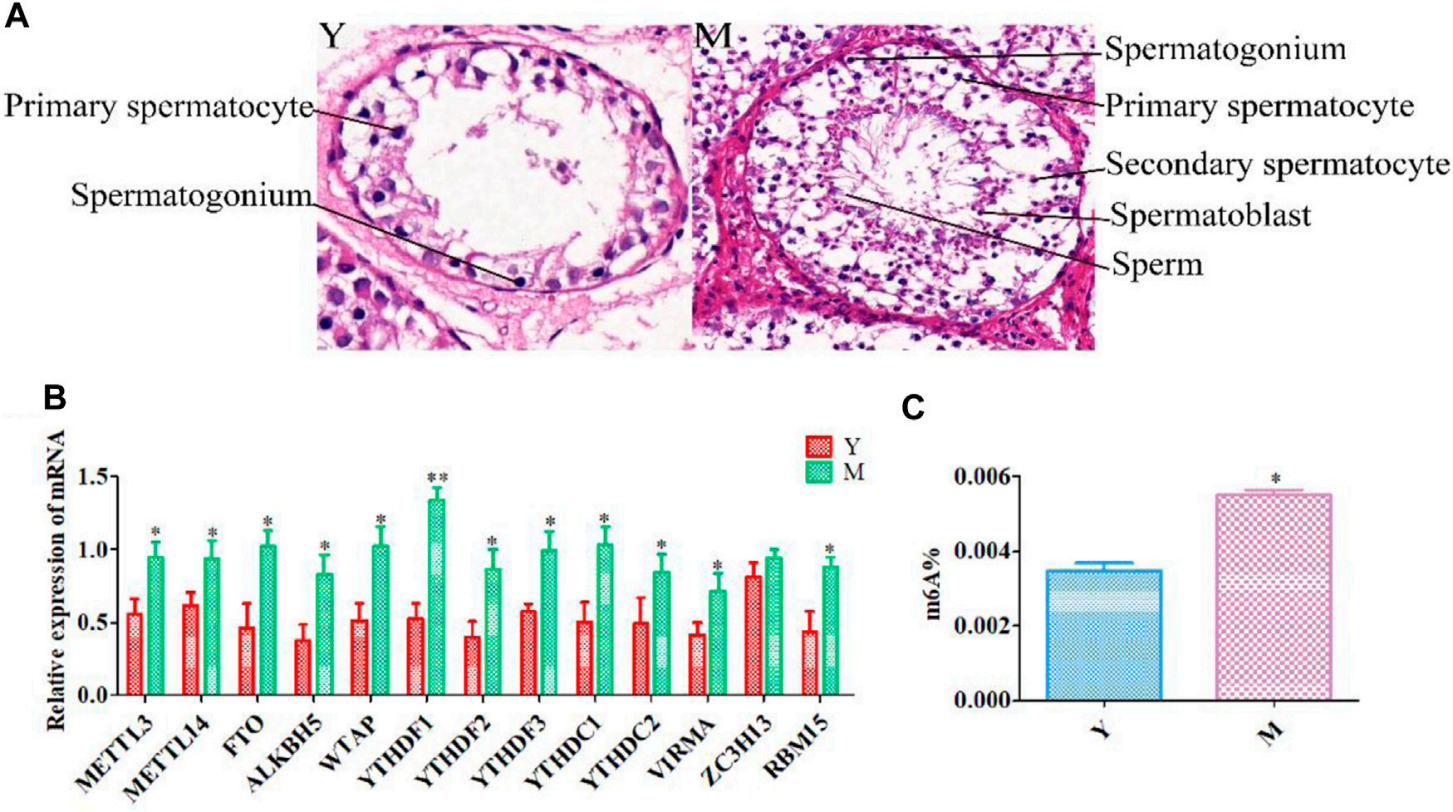
Histological and qRT-PCR analysis. **(A)** HE staining of yak testes before **(Y)** and after **(M)** sexual maturation. **(B)** Quantitative expression of methylation-related genes. **(C)** Overall RNA methylation levels in testicular tissue. **p < 0.01, *p < 0.05.

### Quantitative RT-PCR Findings and Global Methylation Levels

After sexual maturation, demethylases (*FTO* and *ALKBH5*), methyltransferases (*METTL3*, *METTL14*, *WTAP*, *VIRMA*, and *RBM15*), and m^6^A-binding proteins (*YTHDC1*, *YTHDC2*, *YTHDF2*, and *YTHDF3*) were significantly up-regulated. Moreover, while *YTHDF1* showed very significant up-regulation after sexual maturation, *ZC3H13* expression did not change significantly (Figure 1B). Such changes in the expression of methylation-related enzymes could result in dynamic variations in m^6^A methylation in testicular tissue after sexual maturation in yaks. Therefore, we compared the methylation status of yak testicular tissue before and after sexual maturation and observed a significant increase in m^6^A levels after sexual maturation (Figure 1C).

### Sequencing Quality Control and Reference Genome Alignment

The available data volume of each sample ranged from 6.07G to 6.83G, the Q30 base distribution ranged from 92.63 to 93.68%, and the average GC content was 48.61%. The genome alignment rate of each sample with respect to the reference genome was 88.62–94.21% (Supplementary Table S3). A high multiple comparison rate was observed in the comparison analysis, and multiple alignment reads were therefore excluded. Only single reads were retained for subsequent analysis. Due to some differences in the matching rate of the samples, the results of matching were divided into three parts: unaligned reads, uniquely mapped reads, and multiple mapped reads (Supplementary Figure S1A).

### Methylation Peak Detection and Annotation

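Testes of 3 yaks of 1.5 years (Y group) and 3 yaks of 5 years (M group) were sequenced as an m6A immunoprecipitated (IP) library and an input library each, 12 libraries in all. The IP library holds mRNA fragments bound by an antibody against m6A, and the input library holds the fragments before this step. The age of each sample was taken from its title and from the growth protocol of the deposited record, which give the same ages as the article. The developmental stage field of the record names the opposite stage for every sample, and the record uses the letter M for the younger group and Y for the older group. The letters are used here as in the article, by age. The paper's number of uniquely mapped reads (Supplementary Table S3) was between 34172033 and 37515164 in the IP libraries and between 35496978 and 38886529 in the input libraries. Per the methods, the authors called peaks with MeTDiff in each sample with its input as the control, compared the ages with MeTDiff and annotated peaks with ChIPseeker on the LU_Bosgru_v3.0 assembly. The deposited table of differential peaks between the groups gives the position, width and annotation of each peak, and neither a fold change nor a p-value, so its thresholds were used as the authors set them. Peak lists of the single groups were not used, and no value of the IP libraries was analysed.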

We obtained an m6A map of the complete yak transcriptome using high-throughput sequencing and analyzed the detected peaks (Supplementary Table S4; Supplementary Figure S1B). In group Y (1.5-year-old yaks), the number of peaks was 10,042, and genome percentage was 1.54%. In group M (5-year-old yaks), the number of peaks was 11,763, and the genome percentage was 1.87%. Due to the differences in the predicted methylation sites across different samples, the predicted methylation sites were divided into five categories based on reliability: none, low, moderate, high, and very high (Supplementary Figure S1C).

Annotation results from ChIPseeker were counted. We observed 1–6 m6A peaks on each gene, and 85% of genes had only one peak. 

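The deposited differential peaks between the M and Y groups fell on 1207 genes. Of these genes, 1031 carried 1 peak, or 85.4% (95% Wilson confidence interval 83.3 to 87.3). A further 139 genes carried 2 peaks, 25 carried 3, 7 carried 4 and 4 carried 5. When overlapping peaks of one gene were merged, 1037 genes carried 1 peak (85.9%).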

(Supplementary Table S5). The gene *FREM2* located on chromosome 15 had the most methylation peaks (6 m^6^A peaks). Statistical analyses of peak width showed that peaks of 0–1,000 bp were the most common, and those sized more than 100,000 bp were the least common (Table 1). The majority of peaks were concentrated in the exon region, followed by the 3′UTR and 5′UTR region (Figure 2A). We have chosen two genes to show the m6A methylation pattern. The peak of ROBO1 was located at the CDS and 3′ UTR regions, and the peak of ADAMTS1 was located at the 3′ UTR, the CDS, and the 5′ UTR regions (Figure 2B). A significant enrichment was observed in peaks at the 3′UTR (near the stop codon) (Figure 3A).

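In the deposited differential peaks, FREM2 (ENSBGRG00000010780) was the gene with the most peaks, before and after merging overlapping peaks. The gene spans 59582215 to 59754391 on the plus strand of chromosome 15 and its annotated transcript has 26 exons. Of its peaks, 3 were annotated to exon 1, between 59583660 and 59586406, and 2 to exon 3, at 59586555 to 59586954 and 59587054 to 59587253. The last peak, at 59753893 to 59754092, was annotated to exon 26. The paper's log2 fold change (Supplementary Table S7) was positive for the peaks in exons 1 and 3, at most 2.43, and was -1.25 for the peak in exon 26. The log10 of the paper's false discovery rate was -0.742 for the exon 26 peak and between -8.98 and -1.8 for the others. The exon 26 peak was thus not past the false discovery limit named in the paper's methods. FREM2 was at 0.178 ± 0.161 FPKM (SD, n = 3) in the input libraries of the Y group and at 3.07 ± 1.82 FPKM (SD, n = 3) in those of the M group. The log2 fold change was 3.50 (standard error 0.54) with an adjusted p-value of 0.129 from limma. In the fits that each left out 1 library it lay between 3.07 and 3.94. It was 1.70 with 1 added to the FPKM before the log, and 4.20 with 0.01 added, in place of 0.1. The size of this change therefore depends on the added value.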

**TABLE 1:** Statistical analyses of peak widths.

Peaks width (bp)	M (number)	Y (number)
1–1,000	5,584	6,540
1,000–5,000	2,606	3,045
5,000–10,000	877	1,043
10,000–100,000	936	1,086
>100,000	37	47

**FIGURE 2:**
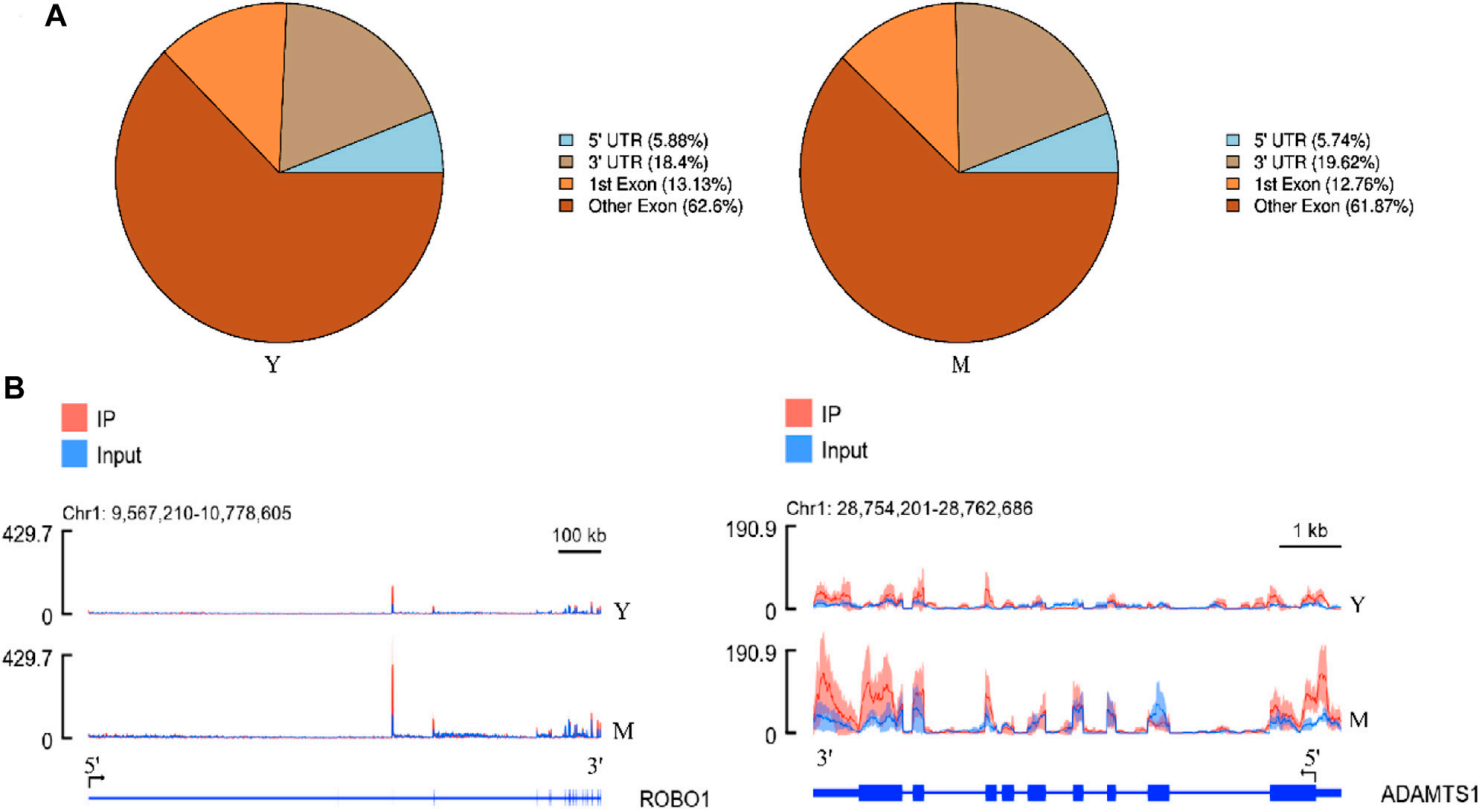
Topological distribution of m6A peaks. **(A)**, Pie chart showing the peak in gene functional element region annotation. **(B)**, IGV plot shows directly the peaks in the genes of ROBO1 and ADAMTS1. The peak of ROBO1 was located at the CDS and 3′ UTR regions, and the peak of ADAMTS1 was located at the 3′ UTR, the CDS, and the 5′ UTR regions.

**FIGURE 3:**
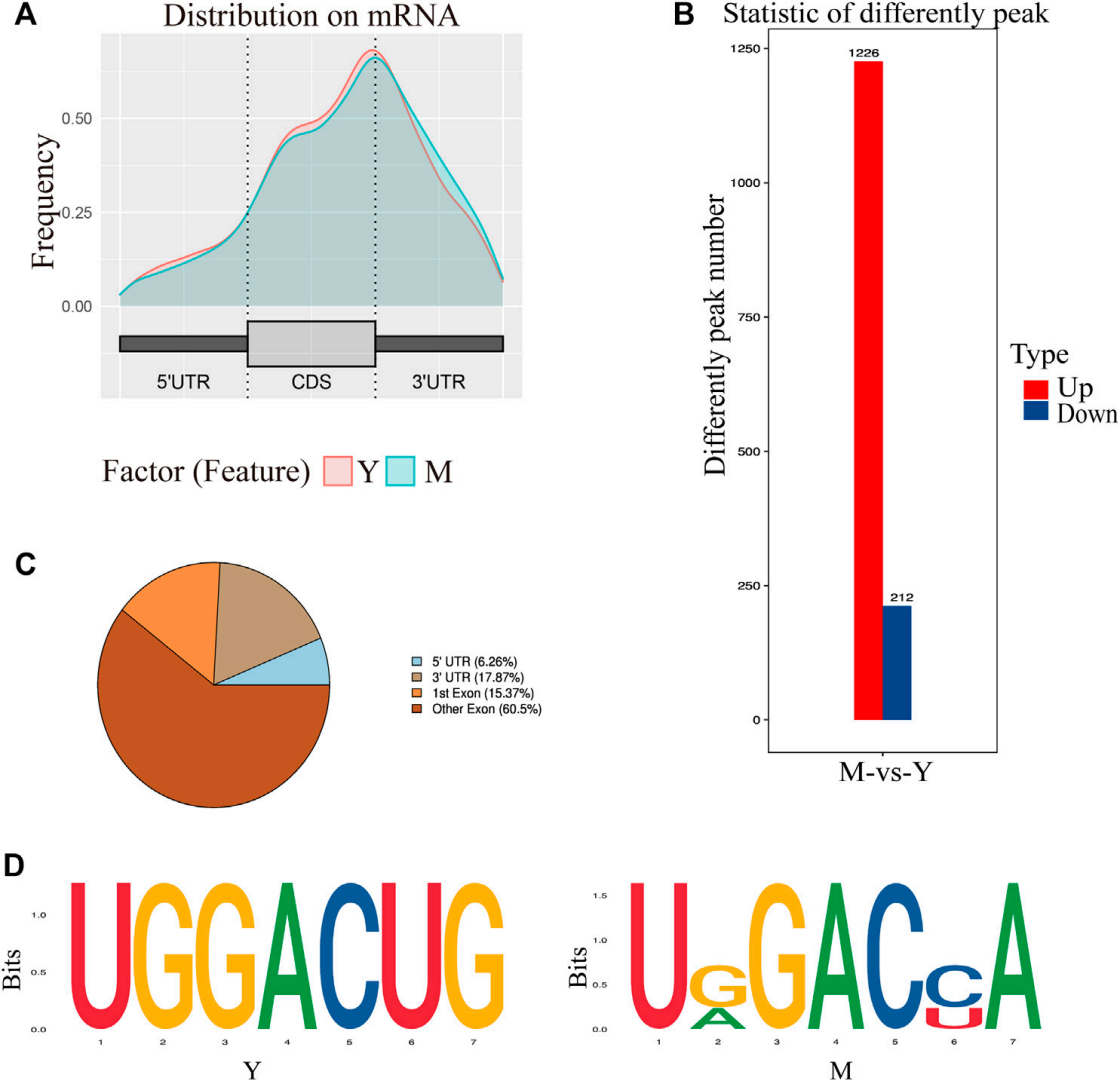
Characteristics of the m^6^A peak. **(A)** Distribution of m^6^A peak on mRNA. The peaks were mostly distributed on the exon region and there was a distinct enrichment peak at the 3′ terminate (near the stop codon). Y: Before sexual maturity, M: After sexual maturity. **(B)** Statistical analysis of differential peaks. **(C)** Distribution of differential methylation peaks on mRNA. **(D)** Top motifs with m^6^A peaks in the M and Y groups. This is based on the respective high-trust peak analysis in each group.

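The deposited comparison of the 5-year-old with the 1.5-year-old yaks holds the peaks that passed the authors' MeTDiff thresholds (p-value of at most 0.05 and a fold change of at least 1.5). Each of its peaks has 1 gene in the annotation, and 30 peaks lie on genes without a symbol. Chromosome 20 carried 86 of them, followed by chromosome 5 with 79, chromosome 3 with 77 and chromosome 8 with 74. The X chromosome carried 56 and the Y chromosome 5. As the table gives no value per animal, no test between replicates was made on these peaks.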

Differential peak analysis revealed 1,438 differential methylation peaks between the M and Y groups. 

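The width of a differential peak was its length on the genome from start to end, introns included. The median width was 398 bp, with a smallest peak of 144 bp and a largest of 280827 bp. Of the peaks, 992 (69.0%) were at most 1000 bp wide, with a mean of 331 bp. The other 446 peaks held 93.9% of the summed length. Widths over 10000 bp were found for 82 peaks and widths over 100000 bp for 10. The widest peak, on SGCD (ENSBGRG00000013572), ran from 73956571 to 74237397 on chromosome 8. It was wider than the 1011 bp that the peak's annotation lists for the gene, with transcript ENSBGRT00000024858. In all, 11 peaks were wider than the length listed with them. The SGCD peak was annotated to exon 1 of 7, so the listed length may not be that of the whole gene.

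**Figure D1:**
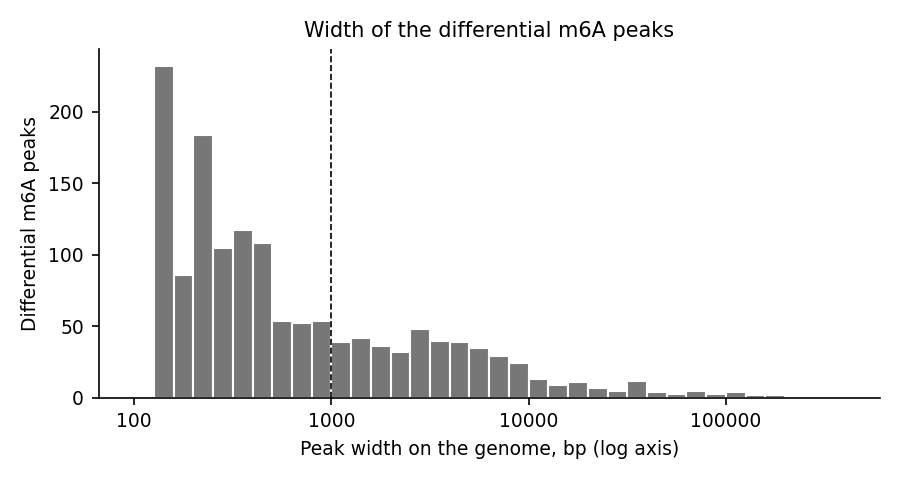
Number of differential m6A peaks by width on the genome in bp, on a log axis, with introns counted in the width. The dashed line marks 1000 bp, and 992 peaks lie at or under it.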

The total length of these peaks was 5,352,512 bp and their average length was 3,722.19 bp, accounting for 0.19% of the genome. The number of significantly up-regulated and down-regulated methylation peaks in Y-VS-M was 1,226 and 212, respectively (Figure 3B). Annotation analysis revealed that the differential methylation peaks were also mainly concentrated in the exon region, followed by the 3′UTR and finally the 5′UTR region (Figure 3C).

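In the deposited annotation, 1091 differential peaks lay in exons, or 75.9% (95% Wilson confidence interval 73.6 to 78.0). The 3′UTR held 257 peaks, or 17.9% (16.0 to 19.9), and the 5′UTR held 90, or 6.26% (5.12 to 7.63). Among the exon peaks, 221 lay in the 1st exon, 15.4% of all peaks, and 870 in another exon, 60.5%. Among the peaks of at most 1000 bp, the exon share was 72.4%, the 3′UTR share 21.7% and the 5′UTR share 5.95%, so the order of the regions was the same. Each peak counts once, under the region that ChIPseeker gave it.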

Next, we determined whether the identified m^6^A peaks shared any common motifs. We found that m^6^A modifications were typically present in 5-RRACH-3 (R = A or G; H = A, C, or U) sequences (Figure 3D), as reported previously (Yi et al., 2021).

### GO and KEGG Pathway Analysis

To elucidate the function of m^6^A RNA methylation in testicular sexual maturation, we performed functional enrichment analyses of genes with significantly altered m^6^A methylation levels based on the GO and KEGG databases. GO analysis showed enrichment for m^6^A methylation in the following processes across the three biological modules of GO: 1) Molecular function: protein kinase binding, phosphatidylinositol 3-kinase binding, and cadherin binding; 2) Cellular component: nucleoplasm, cytoskeleton, and cell cortex; 3) Biological process: transcription by RNA polymerase III, regulation of cholesterol biosynthesis, and neural tube closure (Figure 4A). 

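The GO terms in the deposited table of genes were tested on the genes with a differential peak by a one-sided hypergeometric test with Benjamini-Hochberg adjustment. The background was the 11264 genes with a GO term and a mean FPKM of at least 0.5 in the input libraries, 1050 of which carried a differential peak. Of 3102 terms with at least 5 genes, 155 had an unadjusted p-value under 0.05 and 4 had an adjusted p-value under 0.05. DNA binding had 127 of 790 genes (1.72-fold, adjusted p = 8.4e-07) and RNA polymerase II-specific DNA-binding transcription factor activity had 88 of 487 (1.94-fold, adjusted p = 9.4e-07). Nucleoplasm had 156 of 1203 genes (1.39-fold, adjusted p = 0.0065) and nucleus 413 of 3746 (1.18-fold, adjusted p = 0.0065). Cell cortex had 14 of 54 genes (2.78-fold, adjusted p = 0.135) and protein kinase binding 29 genes (1.91-fold, adjusted p = 0.169). Transcription by RNA polymerase III had 7 of 18 genes, neural tube closure 11 of 40, and the adjusted p-value of both was 0.207. Regulation of cholesterol biosynthetic process had 4 of 7 genes (adjusted p = 0.341) and cadherin binding 13 of 69 (adjusted p = 0.529). With all 18079 annotated genes as the background, 9 GO terms had an adjusted p-value under 0.05.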

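Of 3783 genes with a KEGG pathway among those tested, 312 carried a differential m6A peak. None of 316 pathways had an adjusted p-value under 0.05 in the one-sided hypergeometric test, and 28 had an unadjusted p-value under 0.05. The smallest adjusted p-value was 0.072, for Human papillomavirus infection (21 of 116 genes) and Cushing syndrome (14 of 63 genes). Growth hormone synthesis, secretion and action had 6 of 31 genes (2.35-fold, adjusted p = 0.479). The Notch signaling pathway had 6 of 34 genes (2.14-fold, adjusted p = 0.552) and Homologous recombination 4 of 21 (2.31-fold, adjusted p = 0.693). Against all 6890 genes with a pathway, 12 pathways had an adjusted p-value under 0.05.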

KEGG analysis showed that genes with significant changes in m^6^A methylation levels were mainly enriched in processes such as homologous recombination, the Notch signaling pathway, and Growth hormone synthesis, secretion, and action (Figure 4B).

**FIGURE 4:**
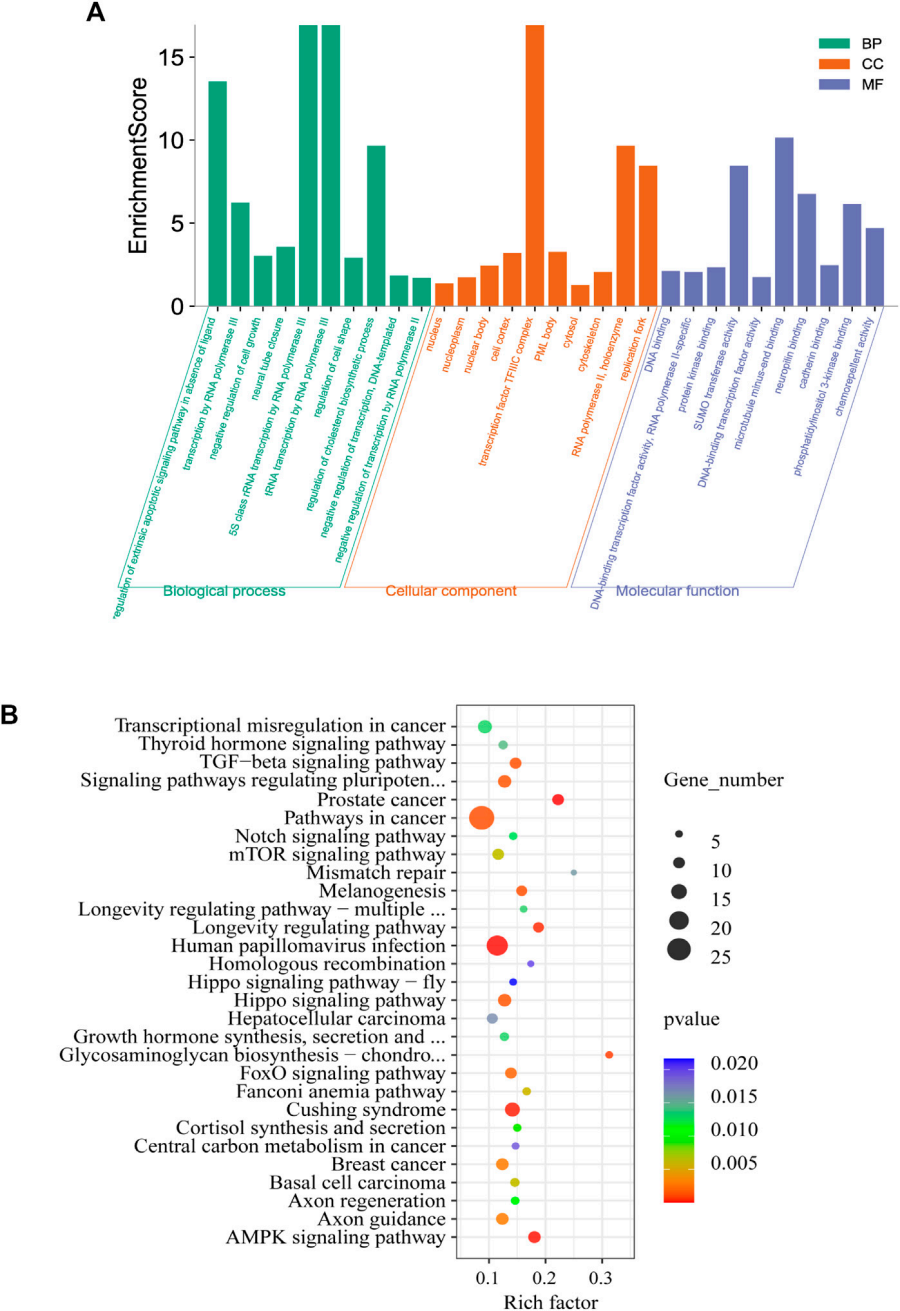
Enrichment analysis. **(A,B)**, GO **(A)** and KEGG **(B)** analysis of genes associated with differential methylation peaks before and after sexual maturation.

We examined mRNA-level changes in the testicular tissue of yaks before and after sexual maturation based on RNA-seq data (Supplementary Table S6). 

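The input libraries of 3 animals per age served as RNA-seq. The authors removed adapters and low-quality reads with Trimmomatic, aligned reads with HISAT2, kept uniquely mapped reads and deposited the FPKM of 20953 genes in each library, 2701 of which were at 0 in every library. The FPKM values were used as deposited, and the number of fragments behind each value is not given. They were taken as log2(FPKM + 0.1) for the 12437 genes with a mean FPKM of at least 0.5 over the 6 libraries and compared between ages with limma, with a trend of the variance on expression. Positive log2 fold changes are higher in the 5-year-old yaks. With 3 animals against 3, the smallest two-sided p-value of an exact permutation test of a single gene is 0.1. The libraries of the Y group correlated with each other at 0.952 to 0.958 (Pearson, across genes, which are not independent replicates). In the M group, replicates 1 and 2 correlated at 0.868, replicates 1 and 3 at 0.923 and replicates 2 and 3 at 0.935. Replicate 2 of the M group correlated with the Y group libraries at 0.942 to 0.948, and replicate 1 at 0.817 to 0.837.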

Compared with the Y group, 895 and 760 genes were up- and down-regulated, respectively, in the M group (*p* < 0.5, log2FC > 1), indicating that mRNA expression levels changed during sexual maturation. 

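At an unadjusted p-value under 0.05 and a log2 fold change over 1, 499 genes were higher and 653 lower in the M group. An adjusted p-value under 0.05 was reached by 4 genes, and an unadjusted p-value under 0.05 by 3123. Among the other settings with all libraries, a fold change of 1.5 in place of 2 moved the count by the most genes, to 2445, and at the same thresholds a pseudocount of 1 moved it most, to 123 higher and 378 lower genes. Single libraries decided the count and its balance. More genes were higher than lower without replicate 1 of the M group (247 of 410), replicate 1 of the Y group (505 against 363) or replicate 3 of the Y group (443 against 385), so the excess of lower genes depends on single libraries. Without replicate 2 of the M group 2028 genes passed both thresholds and 2403 had an adjusted p-value under 0.05. Without replicate 3 of the Y group no gene had an adjusted p-value under 0.05, and 1662 had an unadjusted one. In 4196 of the tested genes (33.7%) the FPKM of all M group libraries lay on one side of all Y group libraries, and chance gives 10% for 3 against 3. ELN (ENSBGRG00000013383) rose from 1.68 ± 0.0036 to 5.39 ± 0.211 FPKM (SD, n = 3 each), a log2 fold change of 1.62 (standard error 0.14, adjusted p = 0.025). OLIG1 (ENSBGRG00000000129) and PCDH17 (ENSBGRG00000006501) were at 2.21 ± 0.0935 and 1.72 ± 0.40 FPKM (SD, n = 3 each) in the Y group. They were listed at 0 in every M group library (adjusted p = 0.0165 and 0.0395). The table gives the symbol OLIG1 to 3 identifiers and PCDH17 to 4. Among genes past the unadjusted p-value alone, SLC7A3 rose most (log2 fold change 4.47, adjusted p = 0.129), and SLITRK2 rose by 3.63 (adjusted p = 0.0581). MAGEA10 rose by 3.73 (adjusted p = 0.154), and PAQR8 was listed at 0 in every Y group library and at 1.10 ± 0.244 FPKM (SD, n = 3) in the M group. The log2 fold change of ROMO1 was -5.01 (standard error 1.35), with FPKM values in the Y group from 1.86 to 48.6, and that of C10orf120 was -4.14 (standard error 0.98). SLC5A4 was listed at 0 in every M group library and at 0.559 to 4.87 FPKM in the Y group. The adjusted p-value of these last 3 genes was 0.154. Their symbols, ROMO1, C10orf120 and SLC5A4, stand on 2, 6 and 16 identifiers, and the values of a single identifier are given for each.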

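GO terms were tested on the 1152 genes past the p-value and fold thresholds, 994 of which have a GO term, against the tested genes with a GO term by the one-sided hypergeometric test. Of the terms, 136 had an unadjusted p-value under 0.05 and 10 an adjusted p-value under 0.05. The smallest adjusted p-values were those of integral component of membrane (190 of 1359 genes, 1.58-fold, adjusted p = 3.8e-08) and antimicrobial humoral immune response mediated by antimicrobial peptide (8 of 10 genes, 9.07-fold, adjusted p = 0.00021). Cell differentiation had 43 of 241 genes (2.02-fold, adjusted p = 0.0041). Motile cilium had 9 of 47 genes (2.17-fold, adjusted p = 0.749), semaphorin receptor binding 4 of 13 (3.49-fold, adjusted p = 0.785) and sperm flagellum 5 of 22 (2.58-fold, adjusted p = 0.939). Transmembrane signaling receptor activity had 6 of 35 genes and actin crosslink formation 1 of 5, and the adjusted p-value of both was 1. Against all annotated genes as the background, 4 GO terms had an adjusted p-value under 0.05.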

Further analysis of these differentially expressed genes using GO analysis showed enrichment in the following processes: 1) Molecular function: transmembrane signaling receptor activity, semaphorin receptor binding, and phosphatidylinositol 3-kinase binding; 2) Cellular component: sperm flagellum, motile cilium, and cytoskeleton; 3) Biological process: spermatogenesis, cell differentiation, and actin crosslink formation (Figure 5A). KEGG analysis revealed that the differentially expressed genes had significant enrichment in pathways such as Axon guidance, the PI3K-Akt signaling pathway, the Relaxin signaling pathway, and Focal adhesion (Figure 5B).

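Of the genes past the p-value and fold thresholds, 285 have a KEGG pathway. Of the pathways tested, 15 had an adjusted p-value under 0.05 in the one-sided hypergeometric test and 51 an unadjusted one. Axon guidance had 15 of 61 genes (3.26-fold, adjusted p = 0.0015). The Relaxin signaling pathway had 7 of 39 genes (2.38-fold, adjusted p = 0.212). The PI3K-Akt signaling pathway had 7 of 100 genes (0.929-fold) and Focal adhesion 4 of 56 (0.948-fold), neither of them enriched. Pathways with immune genes led the list, with Staphylococcus aureus infection (9 of 17 genes), Cell adhesion molecules (12 of 32 genes, both adjusted p = 0.00024) and Natural killer cell mediated cytotoxicity (10 of 26 genes, adjusted p = 0.00094). With all annotated genes as the background, 1 pathway had an adjusted p-value under 0.05.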

**FIGURE 5:**
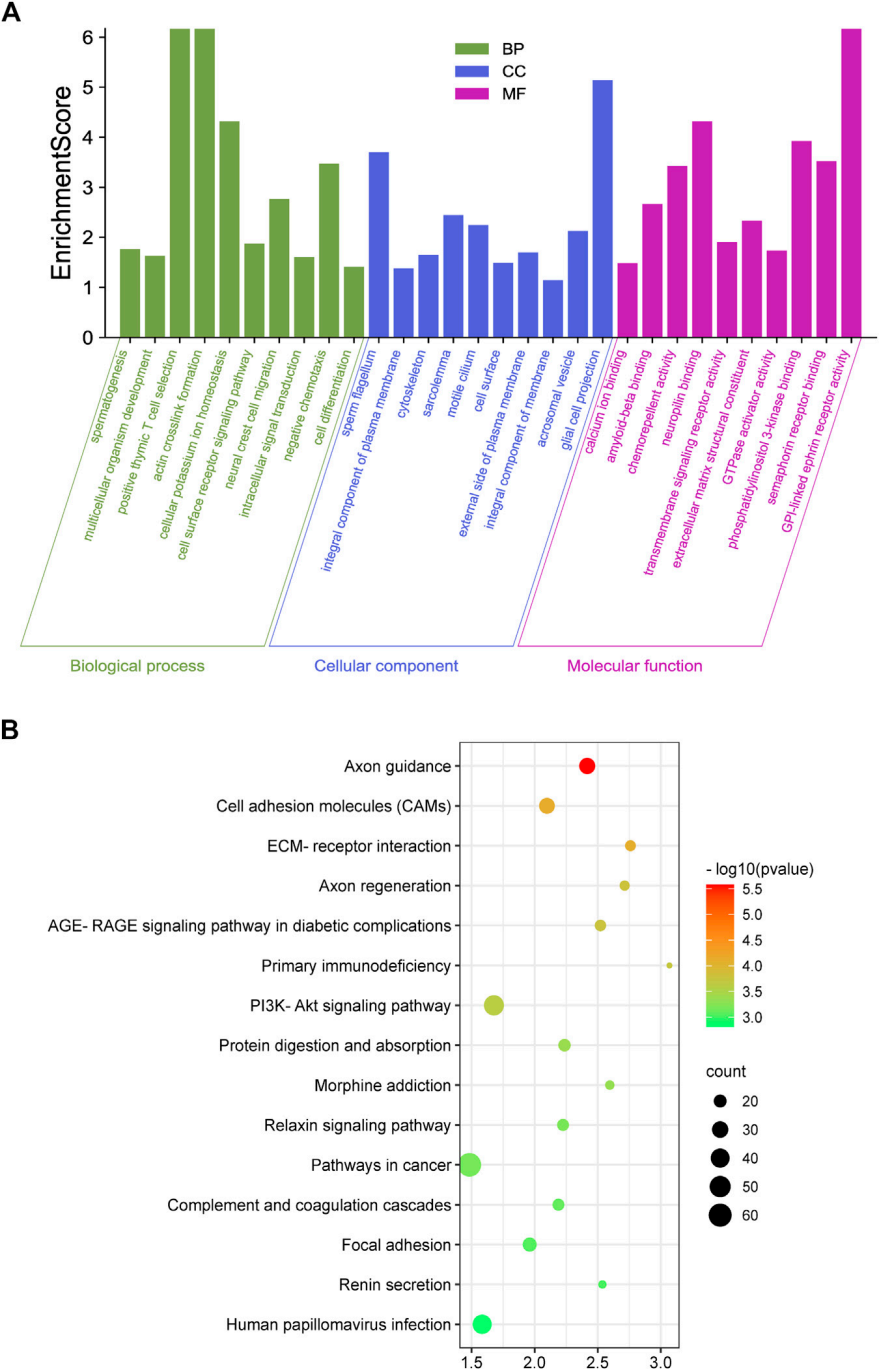
Enrichment analysis. **(A,B)**, GO **(A)** and KEGG **(B)** enrichment analysis of genes differentially expressed before and after sexual maturation.

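The terms below were compared between the genes with a differential m6A peak and the genes past the p-value and fold thresholds in the input libraries. Phosphatidylinositol 3-kinase binding had 4 of 8 genes with a differential peak (5.36-fold, adjusted p = 0.414) and 0 of 8 past the expression thresholds. Cytoskeleton had 26 of 155 genes with a peak (1.80-fold, adjusted p = 0.348) and 20 of 155 past the expression thresholds (1.46-fold, adjusted p = 1). Spermatogenesis had 11 of 197 genes with a peak (0.599-fold) and 37 of 197 past the expression thresholds (2.13-fold, adjusted p = 0.0041).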

By comparing the GO and KEGG analysis results of differentially expressed genes and differential methylation of corresponding genes, we found enrichment in the GO terms for phosphatidylinositol 3-kinase binding and other kinase binding, cytoskeleton, and spermatogenesis. KEGG analysis showed that all of the genes were enriched in spermatogenesis-related signaling pathways. These results indicated that the sexual maturity-related changes in gene expression and methylation levels in yaks were associated with spermatogenesis.

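Split by direction, 36 of the changed genes annotated to spermatogenesis were lower in the M group (among 542 lower genes with a GO term, adjusted p = 9.2e-09) and 1 was higher. The lower genes were also enriched for acrosomal vesicle, with 11 of 53 genes (adjusted p = 0.0217). The higher genes were enriched for immune response, with 13 of 53 genes (6.11-fold, adjusted p = 0.00018), and for MHC class II protein complex, with 5 of 7 (adjusted p = 0.0016). Lists of marker genes of testis cell types, written before the data were examined, were set against 10000 random lists of the same size matched on mean FPKM. The median log2 fold change of 5 elongating spermatid genes was -1.23, at percentile 0.29 of the random lists. That of 7 round spermatid genes was -1.09, at percentile 0.13. The random lists were drawn gene by gene, so these percentiles measure the spread over genes and not that between animals. Marker genes of the same cell type may move together, which would make the random lists too narrow a standard. The round spermatid fall was not seen in every M group library. The median difference of that list from the Y group mean was -1.84, 0.0011 and -0.95 in replicates 1, 2 and 3. The elongating spermatid list was lower in every M group library, at -2.24, -0.50 and -0.78, against -0.03 to 0.03 in the Y group libraries. In TNP1 (ENSBGRG00000002189) the FPKM was 871 ± 16.9 (SD, n = 3) in the Y group and 464 ± 232 (SD, n = 3) in the M group. Its M group libraries were at 201, 641 and 550 FPKM in replicates 1, 2 and 3. Without replicate 1 of the M group the medians were -0.70 and -0.64, at percentiles 0.40 and 0.20. Spermatocyte genes had a median of 0.04 (9 genes, percentile 57.5), which was -0.05 without replicate 3 of the M group. Spermatogonia genes had a median of 0.40 (7 genes, percentile 95.6), from 0.15 to 0.57 over the fits without 1 library. Sertoli cell genes had a median of 0.88 (7 genes, percentile 99.99), which was 0.54 without replicate 1 of the M group, and peritubular and stromal cell genes a median of 0.84 (7 genes, percentile 99.97). No gene of these lists had an adjusted p-value under 0.05 over all genes tested, and the count adjusted over the list alone was 5 elongating spermatid genes, 6 Sertoli cell genes, 5 peritubular and stromal cell genes and no gene of the other 3 lists named here, of which 3 round spermatid genes and 1 spermatogonia gene had an unadjusted p-value under 0.05. These counts over the list alone depend on single libraries. The elongating spermatid count was 0 without any one Y group library (2 genes with an unadjusted p-value under 0.05 each time) and 2 without replicate 3 of the M group, and it was 1 with quantile normalization and 2 with all genes above 0. The Sertoli cell count was 0 without replicate 3 of the Y group or of the M group (3 and 4 genes with an unadjusted p-value under 0.05). The peritubular and stromal count was 3 without replicate 1 of the Y group, replicate 1 of the M group or replicate 3 of the M group. Without replicate 2 of the M group, 5 round spermatid, 2 elongating spermatid, 6 Sertoli cell, 5 peritubular and stromal and 1 spermatogonia genes had an adjusted p-value under 0.05 over all genes tested, and 7 round spermatid genes and 1 spermatogonia gene had one over the list alone. The paper reasons from the terms that both gene sets share (Fig. 4, Fig. 5).

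**Figure D2:**
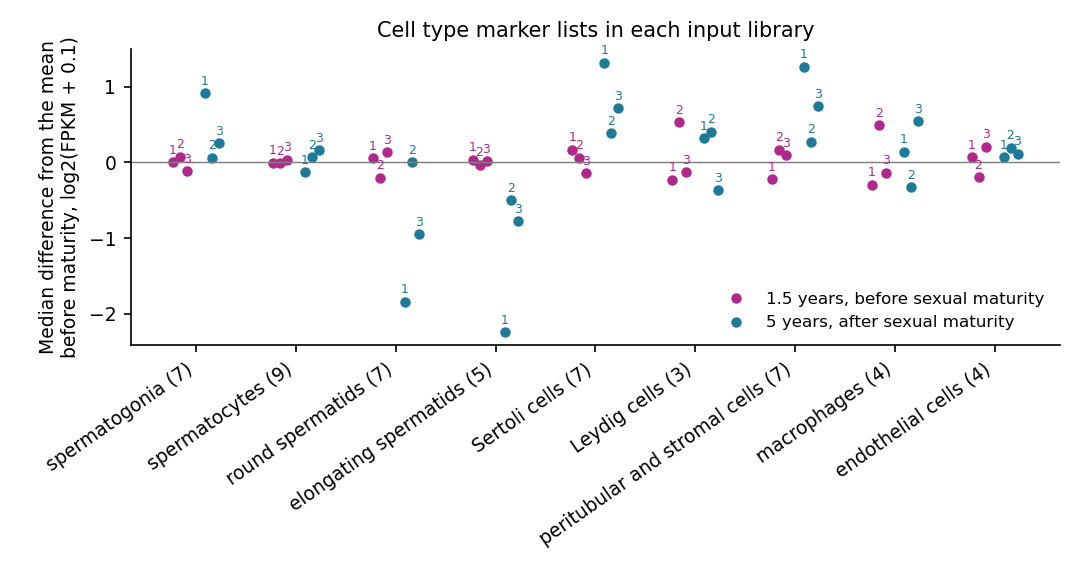
Median difference of each marker list from the mean of the Y group, in log2(FPKM + 0.1), in each input library. Points are single libraries, numbered by replicate, and the number of genes of a list stands in brackets. The spermatid lists are lowest in replicate 1 of the M group, and replicate 2 of the M group lies nearest to the Y group in the spermatid, Sertoli cell and peritubular and stromal lists.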

### Combined Comparison of m^6^A Methylation and Gene Expression Before and After Sexual Maturation

To further elucidate the relationship between m^6^A methylation and RNA expression levels, we used peaks with a Log2 Fold Change >0.5, *p* < 0.01 and mRNAs showing a log2 foldchange >0.5, *p* < 0.01. The difference in the m^6^A methylation level was less than 0.05. Both m6A peaks and mRNA levels were significantly different for 396 mRNAs. Of these, 286 showed an up-regulation of m^6^A peaks and mRNA expression, 38 showed an up-regulation of m^6^A peaks and down-regulation of mRNA expression, 5 showed a down-regulation of m^6^A peaks and up-regulation of mRNA expression, and 67 showed a down-regulation of both m^6^A peaks and mRNA expression (Supplementary Table S7). 

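The deposited table of differential peaks holds no direction of the peak, so the groups of the four-quadrant plot were not counted again. In their place, genes with a differential peak were counted by their change in the input libraries, a count chosen after seeing the data. Of 1156 genes with a differential peak that were tested, 115 (9.95%) had an unadjusted p-value under 0.01 and a log2 fold change over 0.5 either way. Of these, 100 were higher and 15 lower in the M group. Among the 11281 tested genes without a differential peak, 669 (5.93%) passed the same thresholds, 443 higher and 226 lower (odds ratio 1.75, Fisher's exact test, two-sided, p = 6e-07). Random lists of genes without a peak matched on mean FPKM held 75 such genes at the median and 59 to 92 in 95% of 10000 lists. The authors called the peaks with these input libraries as the control, so a peak and an input change do not rest on separate data. Among the other settings with all libraries, thresholds of p under 0.05 and a fold change of 1.5 moved the count most, to 285 genes. Without replicate 1 of the M group the count was 73 (62 higher, odds ratio 1.19, Fisher's exact test p = 0.174) and without replicate 3 of the M group it was 37 (odds ratio 1.22, Fisher's exact test p = 0.253). Without replicate 2 of the M group it was 301. Leaving out a Y group library gave 53, 46 and 36 genes for replicates 1, 2 and 3. The copy of Supplementary Table S7 used here holds 964 of 1407 entries, so no count was taken from it.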

The association of m^6^A methylation with mRNA expression is depicted in Figure 6A.

**FIGURE 6:**
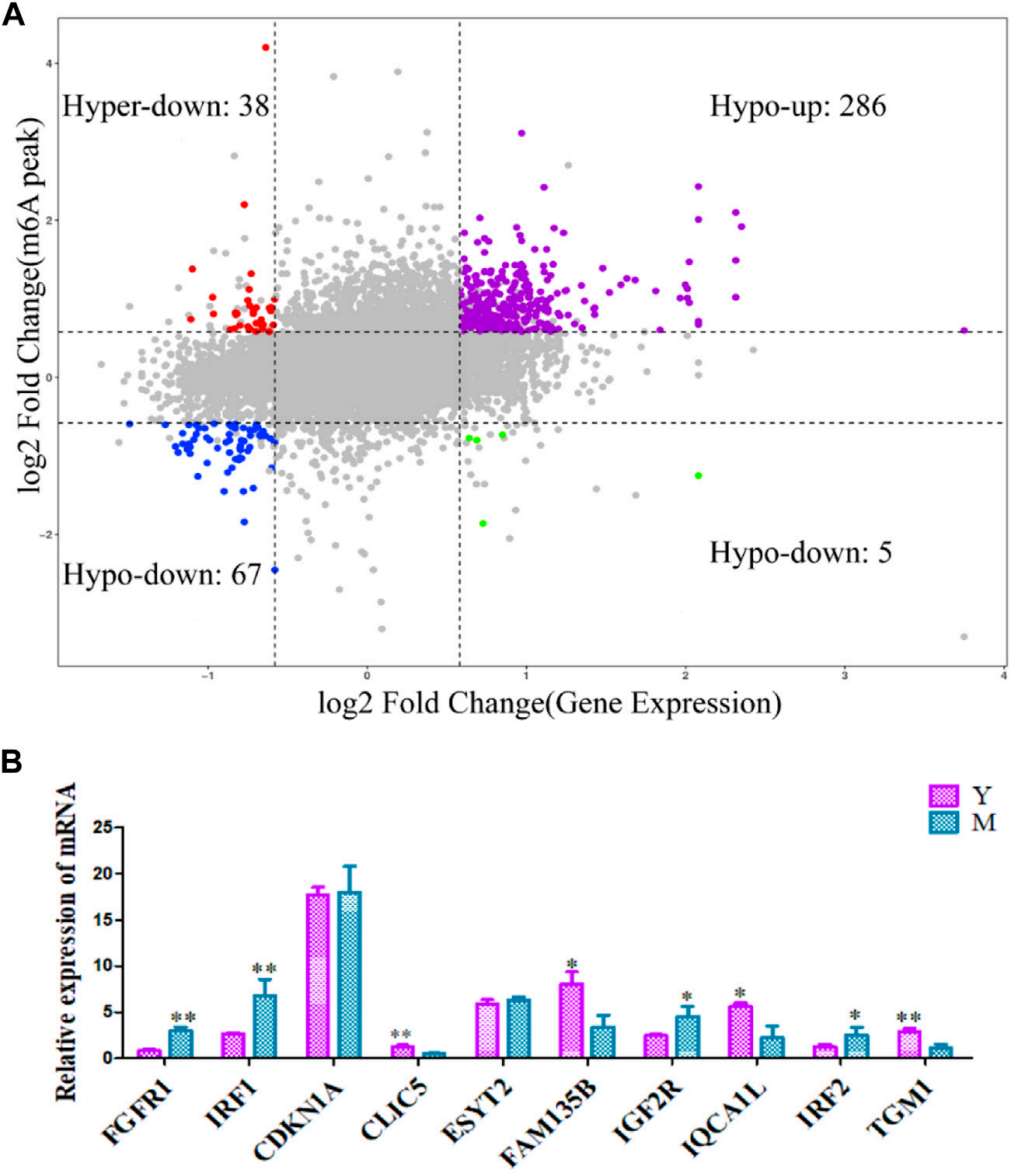
Differentially methylated and expressed genes examined using conjoint analysis and verified using qRT-PCR. **(A)** Combined four-quadrant scatter plot of genes showing differential methylation and differential expression (gray dots, genes with no significant differences; colored dots, genes with significant differences). **(B)** The differentially expressed genes were verified using qRT-PCR. Y: before sexual maturation. M: after sexual maturation. **p < 0.01, *p < 0.05.

### Verification of m^6^A-Modified Differentially Expressed Genes

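The genes of Fig. 6B all carried a deposited differential peak. In FGFR1 (ENSBGRG00000015839, chromosome 28) the peak lay at 20631789 to 20633005 in exon 9 of 16, and in IRF1 (ENSBGRG00000003116, chromosome 8) at 23323191 to 23323809 in exon 4 of 8. TGM1 had a peak at 2525300 to 2526525 of chromosome 11, in exon 3 of 15, and CDKN1A at 25729826 to 25730115 of chromosome 24, in exon 1 of 3. IRF2, CLIC5 and ESYT2 had a peak each in the 3′UTR, at 41333515 to 41333713 of chromosome 28, 15992266 to 15992414 of chromosome 24 and 15533436 to 15533785 of chromosome 4. IGF2R had 3 exon peaks, in exons 11, 14 and 49 of 51. IQCA1L had 2, in exons 2 and 11 of 20, and FAM135B had 2, in exons 14 and 18 of 20. Another identifier with the symbol FGFR1, ENSBGRG00000016869, carried a peak in the 5′UTR. ENSBGRG00000015839 was used for FGFR1, as Supplementary Table S7 gives it that name.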

qRT-PCR was used to verify the levels of differentially methylated genes in yak testes before and after sexual maturation. The observed expression patterns corroborated the RNA-seq data (Figure 6B), confirming the validity of our transcriptome analysis.

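In the input libraries, 6 of the genes of Fig. 6B had a log2 fold change above 0 and 4 below 0. FGFR1 rose from 0.825 ± 0.190 to 2.99 ± 0.539 FPKM (SD, n = 3 each), a log2 fold change of 1.75 (standard error 0.24, adjusted p = 0.129). The other identifier with this symbol had a log2 fold change of -0.38 (adjusted p = 0.346). IRF1 rose from 2.63 ± 0.203 to 6.78 ± 2.22 FPKM (SD, n = 3 each), a log2 fold change of 1.29 (adjusted p = 0.154). IRF2 and IGF2R rose by 0.86 and 0.81 on the log2 scale. IQCA1L was at 5.59 ± 0.459 FPKM in the Y group and 2.22 ± 1.57 in the M group (SD, n = 3 each), a log2 fold change of -1.50. TGM1, FAM135B and CLIC5 had log2 fold changes of -1.39, -1.32 and -1.11. CDKN1A and ESYT2 changed by less than their standard errors, with log2 fold changes of 0.01 (standard error 0.18) and 0.08 (standard error 0.14). No gene of the figure had an adjusted p-value under 0.05 over all genes tested, while 8 had an unadjusted p-value under 0.05 and 8 an adjusted p-value under 0.05 adjusted over the list alone. The study chose these genes on the same samples, so the latter count is not independent evidence. It was 4 without replicate 3 of the Y group and 5 without replicate 3 of the M group. Without replicate 2 of the M group, 8 genes had an adjusted p-value under 0.05 over all genes tested. The unadjusted p-value of IRF2 was above 0.05 in 4 of the fits that left out 1 library, with log2 fold changes of 0.69 and 0.89 without replicates 1 and 3 of the Y group and 0.56 and 0.90 without replicates 1 and 3 of the M group. In the 8 genes other than CDKN1A and ESYT2, every M group library lay on one side of every Y group library (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow), and chance gives this in 10% of genes.

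**Figure D3:**
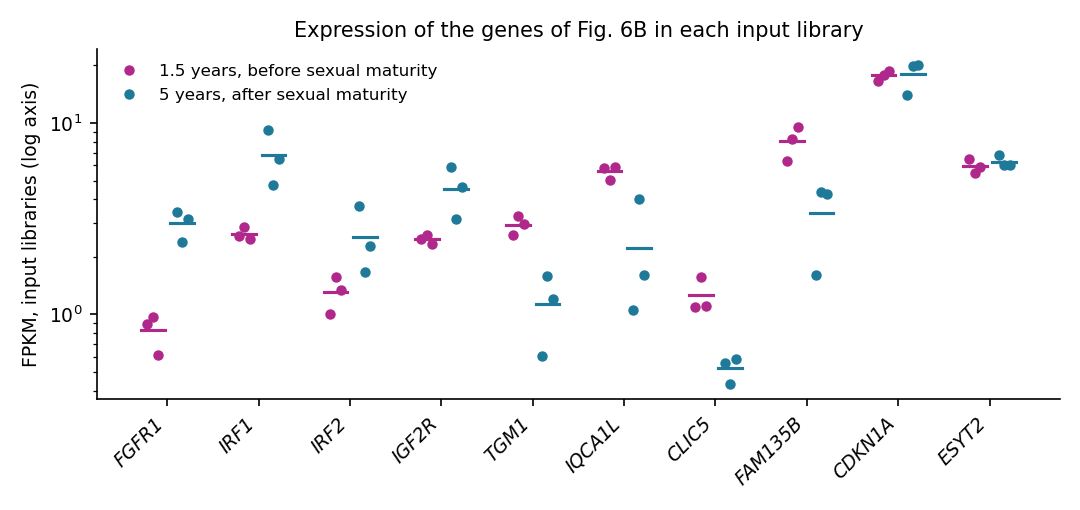
FPKM of the genes of Fig. 6B in each input library, on a log axis. Points are single libraries in the order of their replicate numbers and the lines are means of 3 libraries. In IQCA1L the M group libraries lie between 1.06 and 4.01 FPKM.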

## Discussion

Sexual maturation is a continuous process that allows males to produce mature sperm and maintain fertility. Spermatogenesis, a complex developmental process, is meticulously controlled by complex regulatory processes at several levels (Lin and Tong, 2018). m^6^A RNA modification is critical for the development of the male reproductive system (Zhao T. et al., 2021). The development of testicular tissue is a hot-spot in reproductive biology research. In our study, HE staining was performed on testicular tissue sections. This staining revealed significant differences in testicular tissue before and after sexual maturity. This was consistent with experimental findings from Qiu et al., who observed no sperm in smears prepared using testicular tissue from 1.5-year-old Datong yak testicles but observed normal sperm in those prepared using testicles obtained from yaks aged 2 years or older (Qiu et al., 2010). These results indicated that the stages at which we obtained yak testicular tissue in the present study were suitable for the purpose of our research.

qRT-PCR confirmed that methylation-related enzymes in the yak testes showed different levels before and after sexual maturation. *ALKBH5*, *YTHDC2*, *FTO*, *METTL3*, and *METTL14* showed significantly higher levels after sexual maturation. Murine studies have shown that *ALKBH5* knockout results in impaired spermatogenesis and male sterility (Zheng et al., 2013a). In *YTHDC2* knockout mice, germ cells do not mature beyond the zygotic period (Hsu et al., 2017). *METTL3* and *METTL14* double-knockout down-regulates the translation of the key spermatogenesis-related m^6^A modification transcripts, leading to anomalies in spermatogenesis during anaphase (Lin et al., 2017). *FTO* mutations are positively associated with decreased semen quality and may reduce male fertility (Landfors et al., 2016). Therefore, it appears thar m^6^A methylation-related enzymes are vital for maintaining the normal function of the male reproductive system. We also observed that the overall methylation levels in yak testicular tissue increased after sexual maturation. This was in line with results from Sun et al.’s (2020) study , in which methylation levels were observed to increase with age in mice, peaking in adult males.

In mammals, m^6^A enrichment is observed near the stop codon and the 3′UTR. Ke et al. (2015) found that most m6A residues are located in the last exon, allowing for 3′UTR regulation. In contrast, in amphibians such as *Xenopus laevis,* m^6^A enrichment is observed near the start and stop codons (Sai et al., 2020). By analyzing the distribution of methylation peaks in the yak testes, we found m^6^A peaks to be primarily enrichmented around the 3′UTR near the stop codon, consistent with the results of human and mouse studies (Dominissini et al., 2012; Meyer et al., 2012; Schwartz et al., 2014). Different genes of last Exon are different and the statistical difficulty is high, so the experimental statistics are only divided into two parts, namely the first exon and other exons. Hence, the overall distribution of m^6^A sites appears to be comparable across mammals. m^6^A has been found to contain a conserved RRACH motif (R = a purine, A = m^6^A, and H = non-guanine base) (Dominissini et al., 2012; Meyer et al., 2012). By analyzing the enrichment motifs around the m^6^A peak, we also found a large number of RRACH motifs, consistent with the results observed in plants, mammals, yeast, and amphibians (Sai et al., 2020). This strongly suggests that RNA adenosine methylation is conserved across mammals.

m^6^A modifications are known to generate mRNA instability (Geula et al., 2015). To elucidate the role of m^6^A methylation in sexual maturation, we probed the different expression peaks across differentially expressed mRNAs. A total of 396 mRNAs showed differential expression peaks, 353 of which showed patterns consistent with the trends of peak expression, accounting for 89% of all the identified mRNAs. m^6^A peaks showed a positive correlation with the expression of related genes.

Subsequently, we delineated the role of m^6^A modifications in sexual maturation. GO annotation showed that most mRNAs containing m^6^A modifications were enriched in different domains across the molecular function, cellular component, and biological process modules, and their functions were mainly concentrated in aspects such as binding and catalytic activity. KEGG analysis showed that differential m^6^A modification was primarily associated with signal transduction and hormone synthesis. Androgenic action is key for the postnatal masculinization of the fetus, especially in humans and other mammals, and the preadolescent stage is characterized by a marked lack of gonadal steroid secretion. During pubertal development, the testes resume androgen production, and the effects of androgens become apparent during the development of male secondary sexual characteristics (Rey, 2021). Hence, m^6^A modifications occur not only in insects and during virus infection (Zhang et al., 2019), but also in the testes during yak sexual maturation.

We observed that m^6^A methylation levels of genes in testicular tissue changed significantly after sexual maturation in the yak testes. 

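UBE3A (ENSBGRG00000003821) lies at 654022 to 714063 on the minus strand of chromosome 17. Its deposited differential peak, at 662246 to 665099, was annotated to exon 8 of 12, and the paper's log2 fold change of this peak (Supplementary Table S7) was 3.89. The input libraries of UBE3A were at 9.75 ± 0.387 FPKM in the Y group and 11.4 ± 1.27 FPKM in the M group (SD, n = 3 each). The log2 fold change was 0.22 (standard error 0.14, adjusted p = 0.349 from limma), with a range of 0.14 to 0.30 over the fits that each left out 1 library.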

UBE3A is a ubiquitin-linked protease E3A. Ubiquitin is known to regulate many important biochemical processes in the testes, including DNA repair, structural control of meiotic chromatin (Grootegoed et al., 1998), and histone protamine transformation during spermatogenesis (Nickel et al., 1989). Previous studies have suggested that the candidate genes for male infertility are involved in ubiquitination. Wong et al. (Wong et al., 2002) confirmed the specific interaction between VCY2 and UBE3A through yeast two-hybridization and *in vitro* co-immunoprecipitation and also confirmed that both the *VCY2* and *UBE3A* genes are located in the germ cell compartment. *VCY2*, present in the AZFC region of the YQ chromosome, is often absent in infertile men with severe oligozoospermia or azoospermia. These data suggest that UBE3A ubiquitination may be necessary for the function of VCY2 and that UBE3A and VCY2 act synergically to regulate spermatogenesis.

The presence of m^6^A is essential for normal animal development. KEGG analysis revealed that genes showing differential m^6^A mRNA methylation play a role in several biological pathways, many of which are involved in male reproduction. The evolutionarily conserved Notch pathway has been found to regulate cell fate determination in some tissues (Borggrefe and Oswald, 2009). The expression of Notch pathway components has been reported in neonatal and adult mammal testes (Dirami et al., 2001; Hayashi et al., 2001). In addition, this pathway is involved in germ cell development in *Caenorhabditis elegans* (Kimble and Crittenden, 2007) and *Drosophila melanogaster* (Song et al., 2007). Notch pathway activity in Sertoli cells is known to be critical for determining germ cell fate during the early development of testes. It is also crucial for regulating the differentiation of spermatogonia in adult testes (Garcia et al., 2017), and its interruption leads to increased apoptosis and spermatogenesis defects (Murta et al., 2014). Abnormal Notch activity is also associated with male infertility in rodents and humans (Hayashi et al., 2001; Hayashi et al., 2004). Findings from Murta et al. (Murta et al., 2013) strongly suggest that Notch signaling helps maintain the spermatogonial cell bank, initiation of spermatogenesis, regulation of spermatogenesis speed, maintenance and differentiation of germ cells, and function of mesenchymal cells.

Although methylation-related enzymes are known to play an important role in spermatogenesis and an m^6^A transcriptional map of sexual maturation in yaks has been developed, how changes in methylation levels affect sexual maturation in mammals remains unclear. The methylation levels in yak testes before and after sexual maturity were measured at the overall tissue level in the present study. However, testicular tissue contains different cell types at different stages, and it is currently challenging to specifically identify which cells show changes in methylation levels. Therefore, understanding the regulation of methylation level changes during the process of sexual maturation is difficult. Currently, there are technical and experience-related limitations in isolating and culturing the different types of cells from yak testes, which creates further problems in elucidating how methylation precisely controls sexual maturation in these animals. In the future, we aim to isolate different cell types from yak testicular tissue using enzymatic hydrolysis and thereby establish an *in vitro* culture system. By detecting methylation levels in these cell types and perturbing the key methylation regulators in the process of sexual maturation, we hope to further delineate the effect of methylation on sexual maturity.

## Conclusion

In this study, the methylation levels in yak testicular tissue were compared before and after sexual maturation and gene enrichment analyses were conducted. We found that methylation levels increase in yak testes after sexual maturation and that several genes showing differential m^6^A expression are related to male reproduction. To our knowledge, this is the first report of an m^6^A transcriptional map of the yak testes, and our study lays the foundation for elucidating the function of m^6^A in the development of yak testes. Although the mechanism underlying post-transcriptional gene regulation and its biological significance in the process of sexual maturation in yaks are not currently clear, functional studies on methylation-related genes and the signaling pathways they are involved in should be carried out to confirm their significance in yak sexual maturation in the future.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

# Supplementary material for: Characterization of N6-Methyladenosine in Domesticated Yak Testes Before and After Sexual Maturity
**Source:** Front Cell Dev Biol. 2021 Nov 11;9:755670. doi: 10.3389/fcell.2021.755670
**Supplement:** Supplementary file 3

Supplementary Table S1. Primer sequence.

| **Gene** | **Primer sequences (5' to 3')** | **TM/ ^o^C** |
| --- | --- | --- |
| METTL3 | F: TAGCCAAGGAGCCAACCAAG  R: TCTTGAACTTGAGCCCGACC | 57 |
| METTL14 | F: TCTGGGGAAGGATTGGACCT  R: CCCGTCTGTGCTACGCTTTA | 57 |
| WTAP | F: GTCTGGATTTCACAGGGAGGG  R: CAGGTTTCTCCTCTTGCGGG | 59 |
| FTO | F: GCACAAGCACGGCTGTTTAT  R: TTGACAGGCGGCAGCTATTT | 55 |
| ALKBH5 | F: ACGAGATTAGATGCACCCCG  R: CTGTTGTTTCCCGACAGACG | 57 |
| YTHDF1 | F: GTCACCACCTCTGCAGTCAA  R: TGTTTAATAGGTGGCGGGGG | 57 |
| YTHDF2 | F: CTGCGAAACAGCAACCCAAG  R: TGCCACAGGACCCTTGTTATC | 57 |
| YTHDF3 | F: CAGAGGAAACAGGCGAAGAA  R: CTGCTTCCCCAAGCGAATATG | 57 |
| YTHDC1 | F: GAAGCTCTGCATCGGAGTCA  R: CTTTTCGGACAGCACGAACG | 57 |
| YTHDC2 | F: AGTGGAAGTGATCTCAGTGCAG  R: GTGCATTTTCAGCAAACCGC | 56 |
| RBM15 | F: GAGTTTGACCGGTTTGGCAC  R: TGAGTTAACGGCAGAGGCTG | 57 |
| ZC3H13 | F: CCCCAGGGATTCTCGGTCTA  R: CTACTTCTGCCCATCCGGTC | 59.5 |
| VIRMA | F: ACTACTGCCTTGCGTGTTCT  R: AGCGAGCCATCGAAATGGTA | 55.4 |
| FGFR1 | F: GCCTGTACACAGGATGGTCC  R: TGTCTCGAGCAAGACCGAAG | 59 |
| IRF1 | F: ACACAGGCCGATACAAAGCA  R: TCGGCTGGACTTGGACTTTC | 57 |
| IRF2 | F: ACCTGACCCAAAAACGTGGA  R: GTCAGGACCGCATACTCAGG | 57 |
| IGF2R | F: CCGTGTGTGCCGTGGATAAG  R: GGAGTCAAAGACCGTGCAGT | 59 |
| TGM1 | F: TTCACGCTCAGACCAGAACC  R: ATTTCCGATGCACAGCTCCA | 57 |
| IQCA1L | F: TCTCAGAGGGGAGCTTTCCA | 59 |
|  | R: GAATCTTCCGGTCTCGCTCC |  |
| CLIC5 | F: TGCGAAACATCGGGAATCCA | 57 |
|  | R: AGCCCTTTTCATCATCCCCG |  |
| FAM135B | F: CTGTCGGTGATCTCGGTGAC | 59 |
|  | R: CCAGGGAAAGGCTAGACTGC |  |
| CDKN1A | F: GCGGTGGAACTTCGACTTTG | 57 |
|  | R: ATCTGTCATGCTGGTCTGCC |  |
| ESYT2 | F: GTAGAGCTGGTGTGCAGAGTA | 57 |
|  | R: CCGTGATTCGATTGGGAAGC |  |
| GAPDH | F: TCACCAGGGCTGCTTTTA | 60 |
|  | R: CTGTGCCGTTGAACTTGC |  |

# Supplementary material for: Characterization of N6-Methyladenosine in Domesticated Yak Testes Before and After Sexual Maturity
**Source:** Front Cell Dev Biol. 2021 Nov 11;9:755670. doi: 10.3389/fcell.2021.755670
**Supplement:** Supplementary file 8

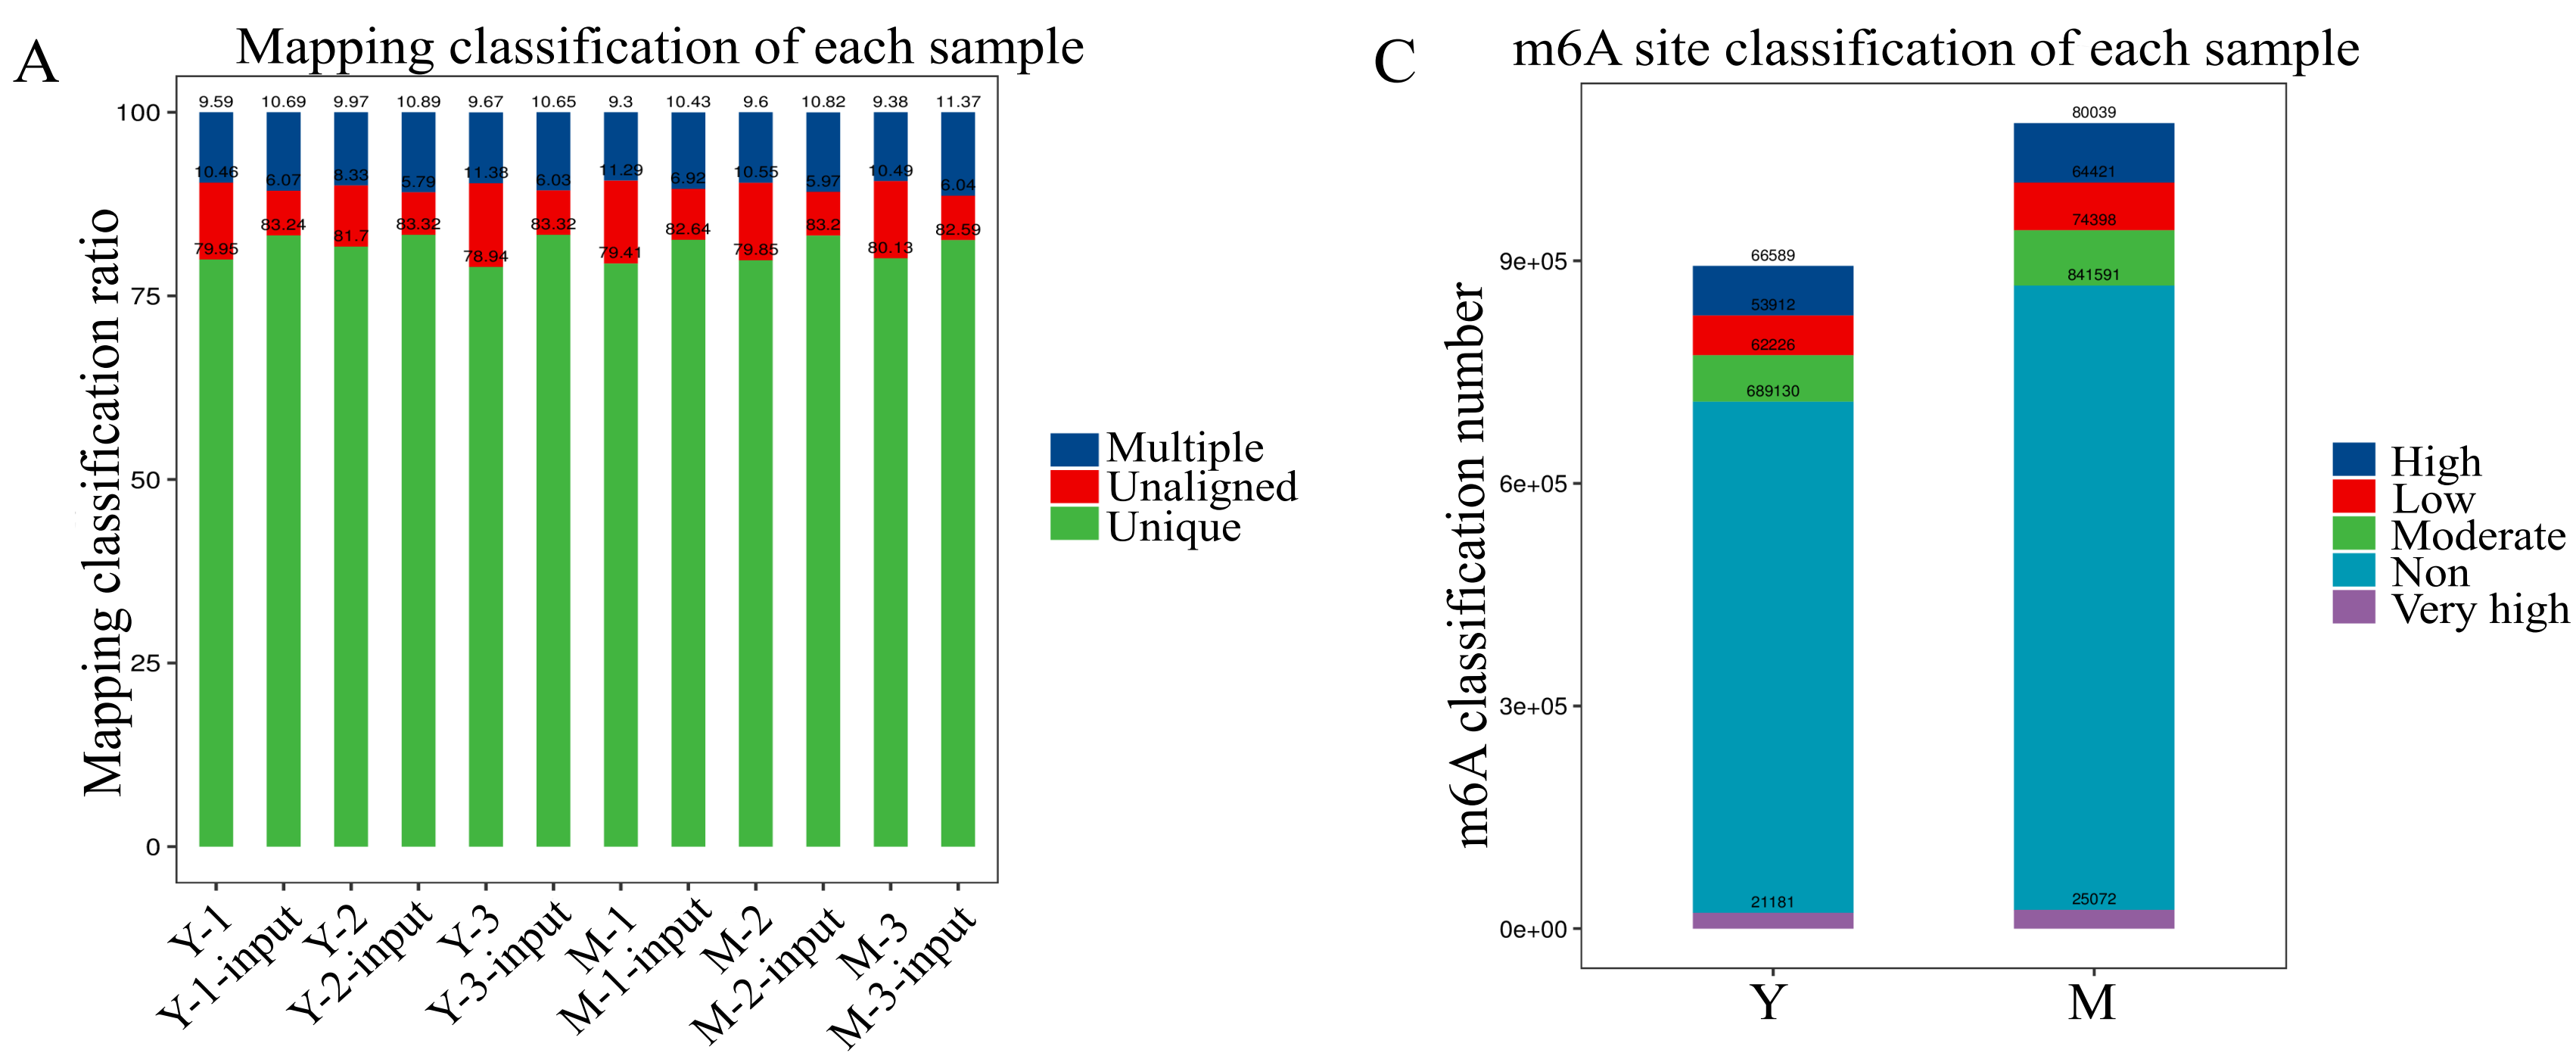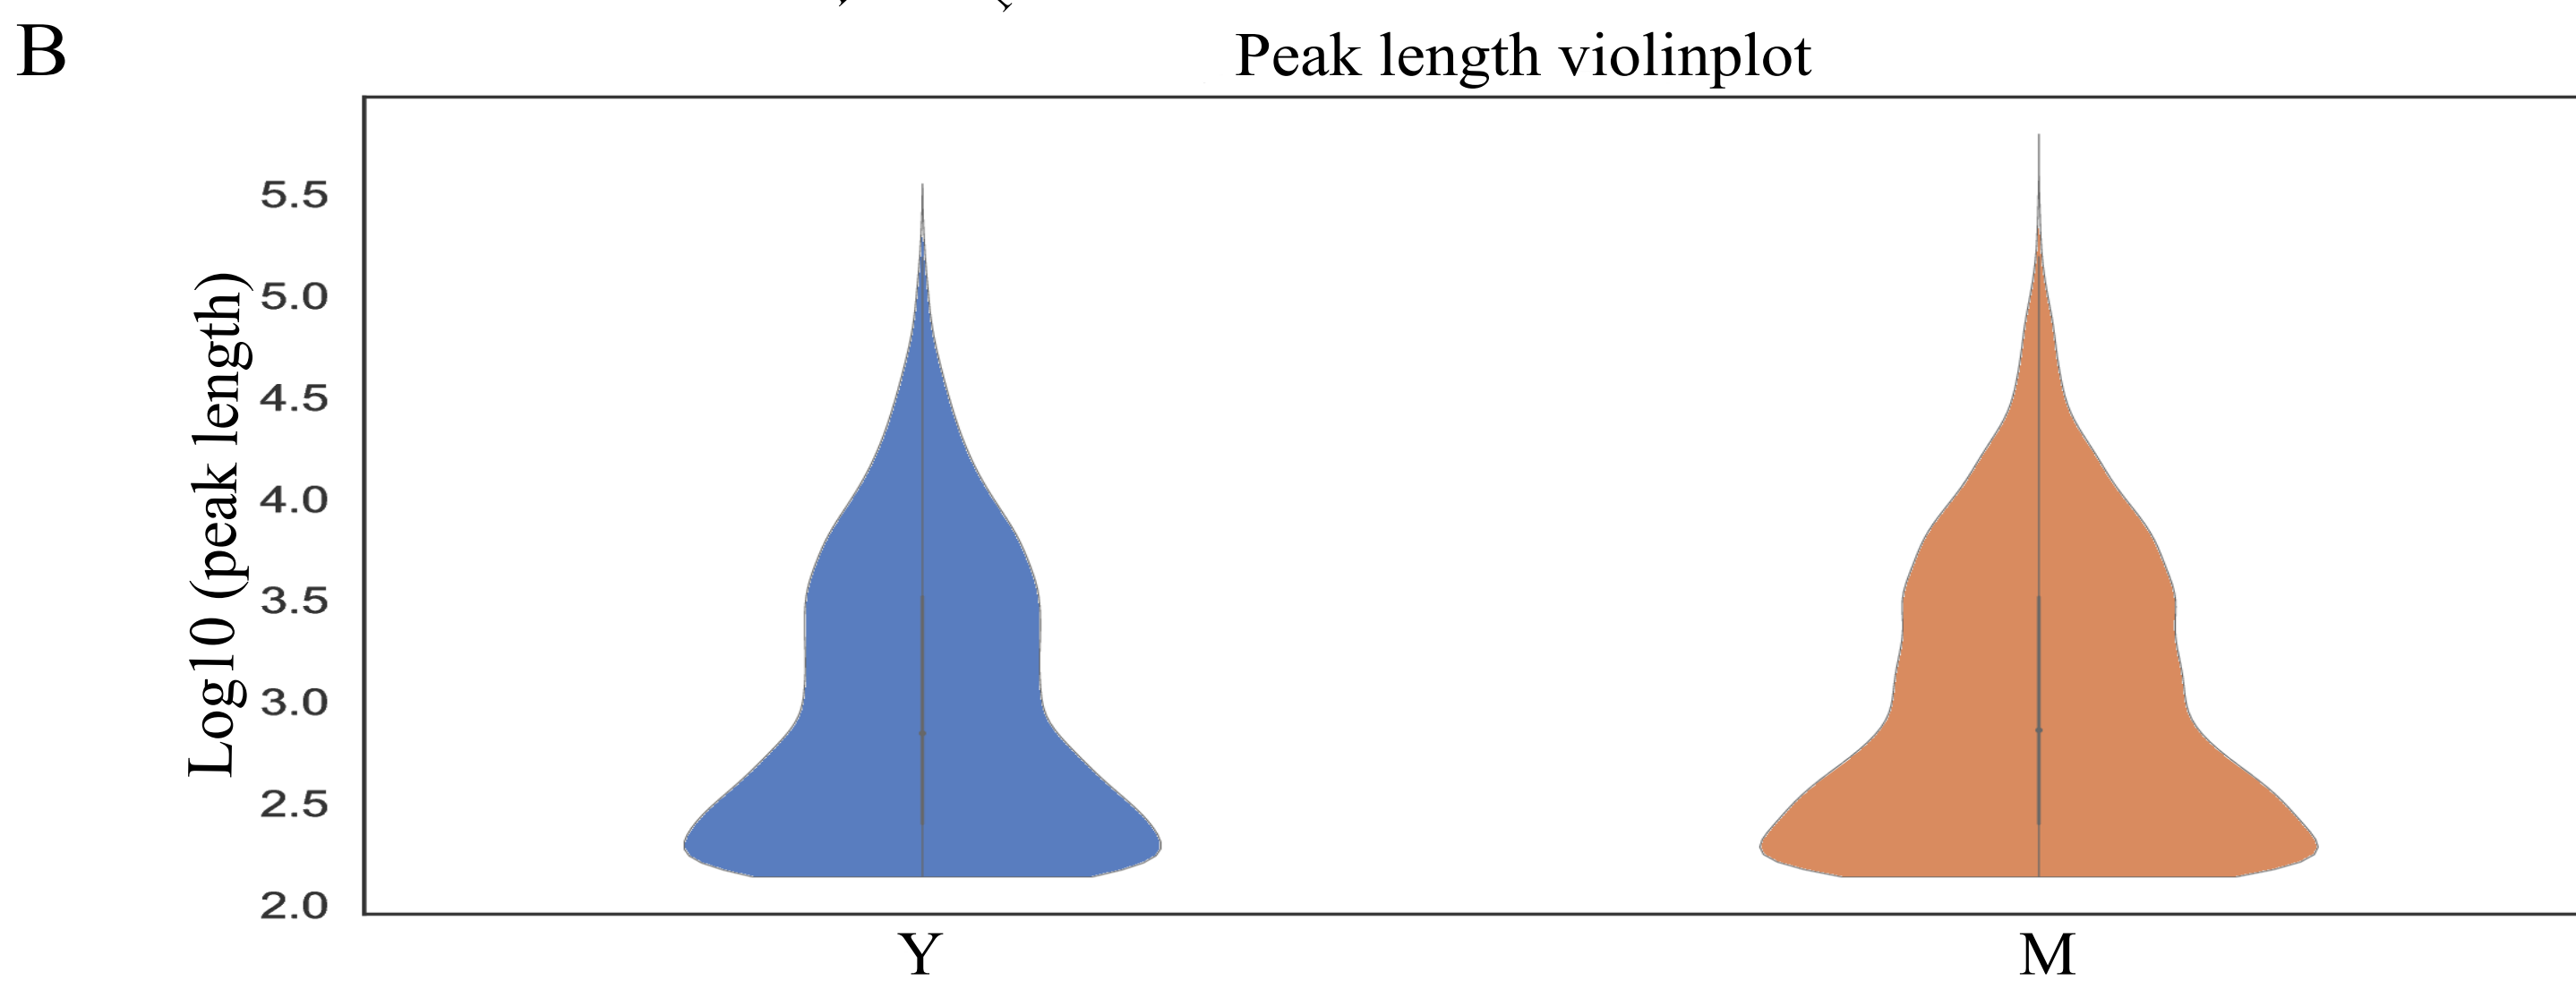

Supplementary figure S1: Statistical analysis of sequencing data. (A) Mapping classification of each sample; Y: Before sexual maturity, M: After sexual maturity, input: Common RNA-seq library. Input, as the background, is used to correct the expression level of RNA in different samples, so as to make the peaks more accurate. (B) Peak length violin plot. (C) m6A site classification of each sample.

How the deposited data were processed for this re-analysis (not part of the article)

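Testes of 3 yaks of 1.5 years (Y group, before sexual maturity) and 3 yaks of 5 years (M group, after it) were sequenced as IP and input libraries, 12 libraries in all. Samples were grouped by the age in their titles and in the growth protocol of the deposited record. The developmental stage field of the record gives the opposite stage and was not used. No sample was placed by its values.

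The FPKM values (fragments per kilobase of transcript, scaled to the mapped fragments of the library) were deposited by the authors, with 1 value per gene and input library. Per the methods, the authors trimmed reads with Trimmomatic, removed rRNA reads with SortMeRNA, aligned with HISAT2 to LU_Bosgru_v3.0 and kept uniquely mapped reads. The program that computed FPKM is not stated. The FPKM of a library summed to 139921, 133504 and 137218 in the Y group and to 116187, 131024 and 129070 in the M group. Between 4563 and 4660 of the 20953 genes were listed at 0 in a library, and the 10 genes with the highest values held 3.93% to 4.57% of a library's sum. The number of fragments behind a value is not in the table, so no limit for a value of 0 was computed. The width in bp of each differential peak was taken as deposited from the authors' table, where it is the length on the genome from start to end, introns included. Per the methods, the authors called peaks with MeTDiff in each sample with its input as the control, compared the ages with MeTDiff and annotated peaks with ChIPseeker; how replicates entered the comparison is not stated. The table holds neither a fold change nor a p-value per peak.

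Input libraries were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend) on log2(FPKM + 0.1), for genes with a mean FPKM of at least 0.5 over the 6 libraries. All tests of genes are two-sided, and adjusted p-values are from the Benjamini-Hochberg method. Adjusted p-values of single genes in the text are over all genes tested unless the text says over the list alone. GO and KEGG terms with at least 5 genes in the background were tested with a one-sided hypergeometric test, which is the one-sided form of Fisher's exact test, on the term annotation of the deposited gene table. Marker lists were compared with 10000 random lists of the same size, each gene drawn from the 200 genes nearest in mean FPKM. Shares have 95% Wilson confidence intervals. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used for the rest.

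The steps were tested on simulated data of 12437 genes with 3 libraries per group. Of 200 genes changed by 2 on the log2 scale, 81.5% had an adjusted p-value under 0.05, with a false share of 5.23% among the calls, and the median recovered change was 2.04. Of 200 genes changed by 1, 14% were called. With no gene changed, 0 genes were called and 5.64% had an unadjusted p-value under 0.05. The simulated noise was independent between genes and had the same SD in both groups. In the data the M group libraries were less alike than those of the Y group, so the simulated rates may not hold for them. In a separate simulation of 5000 genes, all 5 terms planted among 300 terms had an adjusted p-value under 0.05.

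Genes were named by a rule written before the data were examined: every gene that the paper names in its results, figures and Supplementary Table S1, the members of the marker lists, and the 5 largest rises and 5 largest falls among genes with an adjusted p-value under 0.05 (unadjusted where fewer pass) whose libraries of both ages do not overlap. One gene that the rule selects is not reported here. ELN falls outside the rule and was named after its values were seen, as were the GO terms and pathways that the paper does not name. In the table 3871 symbols stand on more than 1 identifier. For a named symbol, the identifier that Supplementary Table S7 gives it was taken, then one with a differential peak, then the one with the highest mean FPKM. The symbol FGFR1 stands on 2 identifiers with a peak. ENSBGRG00000016869 was taken first; it was replaced by ENSBGRG00000015839, the one that Supplementary Table S7 calls FGFR1, after the values of both had been seen, and the text gives both. METTL3, WTAP, YTHDF1, YTHDF3 and GAPDH have no gene under their symbol in the table. The marker lists covered spermatogonia, spermatocytes, round spermatids, elongating spermatids, Sertoli cells, Leydig cells, peritubular and stromal cells, macrophages, endothelial cells and erythroid cells.

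The alternatives set before the data were examined were other pseudocounts, filters, scalings of the libraries, forms of eBayes and thresholds, a replicate block, each library left out in turn, merged or short peaks, and other gene sets and backgrounds for terms. The count of genes with a differential peak and a change in the input libraries, with its alternatives, was chosen after seeing the data, and takes the place of the planned quadrants and of the planned correlation of peak and gene fold changes, since the peak table gives no fold change. The rule for naming peaks by their fold change could not be applied for the same reason. Not analysed here were the sequencing reads, IP values by gene, motifs in peaks, and the peak lists of the single groups. The copies of Supplementary Tables S6 and S7 used here hold 779 of 3317 and 964 of 1407 entries, so only values of single named genes were read from them. Bars of Fig. 6B were read by eye when the FPKM means were already known.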

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

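The tests of the spermatid transcripts in this part were chosen only after the result was seen; the marker lists were written before.

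In the Y group (1.5 years), elongating spermatid genes that the paper does not discuss were abundant. The mean FPKM was 871 for TNP1, 145 for TSSK6, 133 for HMGB4, 111 for GAPDHS and 59.9 for ODF1, against 464, 56.2, 70.4, 52.3 and 27.5 in the M group (5 years). The paper's staining of the testes before maturity (Fig. 1A) describes no spermatids. There were no control samples without spermatids, and 5 of the 12 listed genes were tested. All 12 tested round and elongating spermatid genes had a higher mean in the Y group. RNA of the 5-year libraries carried into the 1.5-year libraries would leave them lower there, so this argues against such a transfer.

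By their medians over the libraries, the spermatid lists were lower and the Sertoli cell and peritubular lists higher in the M group. The round spermatid fall was not in every library. That list was 0.0011 from the Y group mean in replicate 2 of the M group, against -1.84 and -0.95 in replicates 1 and 3. The elongating spermatid list was lower in every M group library, at -2.24, -0.50 and -0.78 in replicates 1, 2 and 3. It lay between -0.03 and 0.03 in the Y group libraries. Leaving out replicate 1 of the M group, the library lowest in these transcripts, moved the elongating spermatid median from -1.23 to -0.70, at percentile 0.4 of matched random lists, so that library alone is not the cause, though the round spermatid fall (-0.64 without it) then rests on replicate 3. Without replicate 2 the medians were -1.51 and -1.39 in the elongating and round spermatid lists. The scaling of the libraries is argued against too: the median was -0.98 with quantile normalization, the nearer to 0 of both scalings. An exchange of the input columns of both ages was tested against the paper's read numbers (Supplementary Table S3), with relative depths read from the steps between low FPKM values. The largest gap on the log2 scale was 0.0854 with the columns exchanged and 0.0288 as labelled, which argues against an exchange between that table and the FPKM table. An exchange of the animals before sequencing cannot be told apart from the labels as given, since both groups hold spermatid transcripts. TNP1 was at 201 FPKM or more in every M group library. The developmental stage field of the record names the opposite stage for every sample, as such an exchange would. The titles and the growth protocol of the record give the ages used here. Table 1 of the paper also lists fewer peaks for M than for Y in every width class, against the paper's text.

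A lower share of germ cells in the M group was tested in more than 1 way. The first test compared the somatic lists, which such a change should raise alike. Their medians lay 0.796 apart (Sertoli cells 0.88, endothelial cells 0.08), and the range of 95% of sets of matched random lists reached up to 1.46, so it decided nothing. The next test, chosen after the first, was the round spermatid median minus the spermatocyte median. It was -1.13, against -0.74 to 0.34 for 95% of matched random lists, and -1.39 to -0.78 across the fits that each left out 1 library. This is in line with a change that differs between germ cell stages, and argues against a loss of all stages alike. With the test picked after an undecided one, and random lists that do not measure the spread between animals, it remains a hypothesis.

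Age itself, fewer spermatids in the tissue taken from the 5-year animals, and how the tissue was collected stay open and were not tested. The deposited record gives castration for the 1.5-year group and slaughter for the 5-year group, and the paper gives castration and euthanasia, so collection and age cannot be told apart. No list was used to call the age of a sample.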

How the results depend on the processing

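The alternatives were set before the data were examined, except those for genes with a differential peak and a change in the input libraries, which were chosen after seeing the data, as was that count itself. For changed counts and reversed values the cause was not tested, except where fewer or more genes, fewer libraries or another threshold show it by construction.

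The count of genes with p under 0.05 and a log2 fold change over 1 was 1152. It stayed within 1.5 times of this with a pseudocount of 0.01, either other filter on mean FPKM, quantile normalization, TMM scaling, eBayes without a trend or with robust, and p under 0.5. It was 501 with a pseudocount of 1 and 2445 with a fold change of 1.5. It ranged from 410 genes (without replicate 1 of the M group) to 2028 genes (without replicate 2 of the M group) across the 6 fits that each left out 1 library. More genes were lower than higher with all libraries (653 against 499), and more were higher than lower without replicate 1 of the M group (247 of 410), replicate 1 of the Y group (505 against 363) or replicate 3 of the Y group (443 against 385). The number of genes with an adjusted p-value under 0.05 was 4, and also 4 with a pseudocount of 1, quantile normalization, TMM scaling or robust eBayes. It was 2 with a pseudocount of 0.01 and with a mean FPKM of at least 1, 8 with all genes above 0, and 9 with eBayes without a trend. Across the fits that each left out 1 library it ranged from 0 (without replicate 3 of the Y group, with 1662 genes at an unadjusted p-value under 0.05) to 2403 (without replicate 2 of the M group). Of these 2403 genes, 1949 had an unadjusted p-value under 0.05 with all 6 libraries and 2402 changed in the same direction.

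With the replicate number as a replicate block, 1160 genes passed the p-value and fold thresholds and 1 gene had an adjusted p-value under 0.05. Libraries with the same number in both groups were not alike: the correlations across genes of their deviations from the group mean were -0.0222, -0.0909 and 0.00668. The paper gives no reason to pair the animals.

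Among single genes, the log2 fold change of ALKBH5 was 0.16 with quantile normalization and that of CDKN1A was -0.029 with TMM scaling. YTHDC2 ranged from -0.022 (without replicate 3 of the Y group) to 0.079 and CDKN1A from -0.080 (without replicate 3 of the M group) to 0.18 across the fits that each left out 1 library. Of 174 values of single genes and peak regions under the other settings 167 kept their direction and side of the threshold, and so did 105 of 114 in the fits that left out 1 library. Among the other settings the rest were 2 reversed, 3 moved, 1 newly past the threshold (VIRMA, quantile normalization) and 1 no longer past it (IRF2). In the fits that left out 1 library 5 were reversed and 4 no longer past the threshold, all of them IRF2. No m6A regulator had an adjusted p-value under 0.05 over the list alone under any other setting with all libraries, while 1 had an unadjusted p-value under 0.05 with the settings as reported. Across the fits that each left out 1 library the number ranged from 0 to 1 (ZC3H13, without replicate 2 of the M group).

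The medians of the round spermatid, elongating spermatid, Sertoli cell and peritubular and stromal lists kept their direction and lay outside 95% of the matched random lists under each alternative. The median log2 fold change of the Leydig cell list was -0.40 with a mean FPKM of at least 1 and -0.0040 with quantile normalization, and ranged from -0.33 (without replicate 1 of the Y group) to 0.53 (without replicate 2 of the Y group). The endothelial list was at -0.0014 with quantile normalization. Across the fits that each left out 1 library, spermatocytes ranged from -0.050 (without replicate 3 of the M group) to 0.15, and spermatogonia from 0.15 (without replicate 1 of the M group) to 0.57 (without replicate 2 of the M group). Without replicate 3 of the M group spermatogonia were at 0.49, above the range of 95% of the random lists.

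The exon share of differential peaks was 72.4% among peaks of at most 1000 bp. Against all annotated genes, 21 GO terms and pathways of genes with a differential peak and 5 of genes past the expression thresholds had an adjusted p-value under 0.05, while 0 passed for the genes with an adjusted p-value under 0.05, 2 of which have a GO term. The number of genes with a differential peak and a change in the input libraries was 285 with p under 0.05 and a fold change of 1.5, and ranged from 36 (without replicate 3 of the Y group) to 301 (without replicate 2 of the M group). With TMM scaling 85 of these genes were higher and 26 lower in the M group (76.6% higher, against 87.0%).

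Not run were other p-value, FDR and fold limits for peaks, the quadrants, the correlation of fold changes, IP over input by gene, motifs, width classes by group and tests on counts. Counts are not given and the number of fragments behind a low FPKM was not estimated, which limits the genes near or at 0.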

Differences from the paper's values

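None of the tests in this part was chosen to explain a difference, and no cause is named.

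The paper counts 895 genes as higher in the M group, and 499 were higher here. Of the alternatives set before the data were examined, all genes with a mean FPKM above 0 (713 genes), a fold change of 1.5 (1297 genes) and leaving out replicate 2 of the M group (911 genes) gave a count within 1.5 times of the paper's. Pseudocounts of 1 (123 genes) and 0.01 (555 genes), a mean FPKM of at least 1 (355 genes), quantile normalization (428 genes), TMM scaling (436 genes), both other forms of eBayes (499 genes each), the replicate numbers as a block (504 genes), p under 0.5 as printed in the text (577 genes) and leaving out any other library did not.

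The paper's log2 fold change of FREM2 (Supplementary Table S7) is 2.08, and it was 3.50 here. None of the alternatives set before the data were examined closed the gap; the value was 1.70 with a pseudocount of 1 and 4.20 with a pseudocount of 0.01. For ESYT2 the paper's value in the same table is -0.00088, and it was 0.078 here, with a standard error of 0.14. It stayed above 0 under each of these alternatives, from 0.02 to 0.14.

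The paper's qRT-PCR (Fig. 1B) shows FTO, ALKBH5 and RBM15 as higher after maturity. In the input libraries their log2 fold changes were -0.29, -0.14 and -0.18, with standard errors of 0.17, 0.15 and 0.16, and no setting or fit without 1 library gave FTO or RBM15 a value above 0. With quantile normalization ALKBH5 was at 0.16. The paper shows ZC3H13 without a change, and it had the largest change of the regulators here (0.79, adjusted p = 0.154). Without replicate 2 of the M group its adjusted p-value was 0.0284, and it was 0.149 to 0.374 in the other settings.

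The paper names terms and pathways as enriched that had no adjusted p-value under 0.05 here. Among genes past the expression thresholds, phosphatidylinositol 3-kinase binding had 0 of 8 genes. The PI3K-Akt signaling pathway and Focal adhesion were at 0.929 and 0.948 times the background share (1.55 and 1.58 times among the higher genes alone). Motile cilium, sperm flagellum, semaphorin receptor binding and the Relaxin signaling pathway were above the background share and not past the adjusted threshold. Among genes with a peak, the same holds for the Notch signaling pathway, Homologous recombination, growth hormone synthesis and cadherin binding, and spermatogenesis was at 0.599 times the background share. Against all annotated genes, protein kinase binding (adjusted p = 0.0141), transcription by RNA polymerase III (0.0361) and cell cortex (0.0461) passed among genes with a peak.

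The paper's staining (Fig. 1A) finds the later germ cell stages only after maturity, whereas all spermatid genes tested were higher before it in the input libraries. The identifier ENSBGRG00000016869, which also has the symbol FGFR1, had a log2 fold change of -0.38, opposite to the bars of FGFR1 in Fig. 6B.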

Other observations

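The tests on other splits of the changed genes and on the error bars of Fig. 6B were chosen only after the result was seen. The matched random lists for genes with a peak and the tests on gene lengths and on the last exon were chosen before their results. The count of genes with a peak and a change, with its alternatives, was itself chosen after seeing the data.

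The 6 input libraries can be split into groups of 3 in 10 ways. Only 1 of the 10 splits, the split by age, gave 1152 or more genes past the p-value and fold thresholds, and the next gave 396. Likewise 1 of the 10 splits gave 4 or more genes with an adjusted p-value under 0.05, and 1 of the 10 gave 115 or more genes with a differential peak and a change, where the next gave 13. With 10 splits the share cannot fall under 0.1, so grouping by chance cannot be excluded.

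Of the 13 m6A regulators of Fig. 1B, 9 have a gene under their symbol. In the input libraries 6 were higher in the M group (METTL14 0.33, YTHDF2 0.06, YTHDC1 0.17, YTHDC2 0.04, VIRMA 0.18 and ZC3H13 0.79 in log2 fold change). With quantile normalization 7 were higher. No regulator had an adjusted p-value under 0.05 over all genes tested or adjusted over the list alone, where the smallest was 0.0827, and 1 had an unadjusted p-value under 0.05. ROBO1 and ADAMTS1, which the paper names, rose by 1.00 (adjusted p = 0.154) and 1.42 (adjusted p = 0.163).

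The other marker lists stayed within 95% of the matched random lists. Leydig cell genes had a median log2 fold change of 0.12 (3 genes tested, percentile 50.3), macrophage genes 0.28 (4 genes, percentile 72.6) and endothelial cell genes 0.08 (4 genes, percentile 47.3). Without replicate 3 of the M group the macrophage median was 0.03. Without replicate 2 of the Y group the macrophage median was 0.52 and the endothelial median 0.0043. No erythroid gene passed the filter on mean FPKM. The Leydig cell genes changed in opposite directions, with log2 fold changes of -0.92 for STAR and 1.28 for DLK1. These 2 genes had an adjusted p-value under 0.05 over the list alone (limma), and no macrophage or endothelial gene did. Without replicate 1 of the M group the Leydig cell count was 0.

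Genes with a differential peak changed more often in the input libraries than genes without one. The tables argue against the mean expression level over all input libraries as the source. Of 10000 random lists matched on it, 0 held as many changed genes as the 115 seen. The peaks were called with these same input libraries as the control, so a peak and an input change are not independent. Matching on the mean cannot remove this. Without replicates 1 or 3 of the M group the counts were 73 and 37, and the odds ratios of 1.19 and 1.22 were not past the threshold (Fisher's exact test, p = 0.174 and 0.253), so the excess may rest on few libraries. Gene length was not tested, and neither was age apart from collection.

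The bars of Fig. 6B, which the legend gives as qRT-PCR, lie at the mean FPKM of the input libraries. Read by eye, all 20 bars were within 1 SD of the mean FPKM of their gene and group, with a median difference of 1.31% and a largest of 14.7%; with the groups exchanged the median difference was 60.3%. Of the 9 genes whose bars differ between groups, 9 had the sign of the bars (8 if ENSBGRG00000016869 is taken for FGFR1). The relative error bars followed the relative SD of the FPKM (Spearman 0.870 over 20 bars, permutation p = 1e-05, the smallest that 100000 permutations can give). This is consistent with bars that hold FPKM of the input libraries. Bars were read with the FPKM known, and bars of qRT-PCR values scaled to FPKM were not excluded. No biological explanation was tested.

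RNA-directed DNA polymerase activity is annotated to 3523 of 18079 genes with a GO term (19.5%) and to 133 of 1069 genes with a differential peak. Among the latter, genes with the term had a median length on the genome of 110584 bp and those without it 28763.5 bp, a ratio of 3.84 (permutation p = 0.0001, the smallest that 10000 permutations can give). A homology search on whole gene sequences with introns, which hold repeats, is a candidate explanation. No biological explanation was tested.

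Of 1020 differential peaks annotated to an exon of a transcript with more than 1 exon, 193 (18.9%) lay in the last exon. The 257 peaks annotated to the 3′UTR and the 90 annotated to the 5′UTR carry no exon number and were not counted. They may lie in last exons too, so 18.9% is not the last-exon share of all peaks. Drawing 1 exon per peak at random gave 126 to 167 in 95% of draws, so an even spread over exons is argued against. Exon lengths are not in the table, and a longer last exon may give the same count. No biological explanation was tested.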
